# High Throughput Sequencing of *Entamoeba* 27nt Small RNA Population Reveals Role in Permanent Gene Silencing But No Effect on Regulating Gene Expression Changes during Stage Conversion, Oxidative, or Heat Shock Stress

**DOI:** 10.1371/journal.pone.0134481

**Published:** 2015-08-06

**Authors:** Hanbang Zhang, Gretchen M. Ehrenkaufer, Dipak Manna, Neil Hall, Upinder Singh

## Abstract

The human parasite *Entamoeba histolytica* has an active RNA interference (RNAi) pathway with an extensive repertoire of 27nt small RNAs that silence genes. However the role of this pathway in regulating amebic biology remains unknown. In this study, we address whether silencing via 27nt small RNAs may be a mechanism for controlling gene expression changes during conversion between the trophozoite and cyst stages of the parasite. We sequenced small RNA libraries generated from trophozoites, early cysts, mature cysts, and excysting cells and mapped them to the *E*. *invadens* genome. Our results show that, as in *E*. *histolytica*, small RNAs in *E*. *invadens* are largely ~27nt in length, have an unusual 5'-polyphosphate structure and mediate gene silencing. However, when comparing the libraries from each developmental time-point we found few changes in the composition of the small RNA populations. Furthermore, genes targeted by small RNAs were permanently silenced with no changes in transcript abundance during development. Thus, the *E*. *invadens* 27nt small RNA population does not mediate gene expression changes during development. In order to assess the generalizability of our observations, we examined whether small RNAs may be regulating gene expression changes during stress response in *E*. *histolytica*. Comparison of the 27nt small RNA populations from *E*. *histolytica* trophozoites from basal conditions, or after heat shock or exposure to oxidative stress showed few differences. Similar to data in *E*. *invadens* development, genes targeted by small RNAs were consistently silenced and did not change expression under tested stress conditions. Thus, the biological roles of the 27nt small RNA population in *Entamoeba* remain elusive. However, as the first characterization of the RNAi pathway in *E*. *invadens* these data serve as a useful resource for the study of *Entamoeba* development and open the door to the development of RNAi-based gene silencing tools in *E*. *invadens*.

## Introduction

The anaerobic protozoan parasite *Entamoeba histolytica* is the causative agent of amebiasis, a major health problem in developing countries and a leading cause of mortality due to parasitic infection [1]. The parasite has two life stages: the cyst form, which does not undergo division but can survive in the environment and is responsible for disease transmission, and the trophozoite, a motile, proliferative form which can cause colitis as well as extra-intestinal infections in humans [2]. Infection begins when cysts are ingested; excystation to trophozoites occurs in the small intestine, and subsequently colonization and/or infection by trophozoites is established in the colon [2]. Due to unknown triggers, trophozoites in the colon convert to cysts, which are shed in the stool and propagate the infectious cycle by infecting a new host [3]. Thus, inter-conversion between the cyst and trophozoite developmental forms is required for intestinal colonization and tissue invasion, as well as disease propagation.

Due to the absence of an *in vitro* model for induction of encystation in *E*. *histolytica*, most research on *Entamoeba* development has been performed using the related reptilian parasite *E*. *invadens*, in which both encystation and excystation can be performed with high efficiency *in vitro* [4, 5]. Using this system, many aspects of *Entamoeba* development have been described, including the recent publication of two studies identifying changes in the transcriptome throughout development. Significant changes in transcript abundance were noted with ~50% of genes changing expression in at least one time-point during encystation and excystation [6, 7]. Importantly, transcriptional regulation is a conserved theme in *Entamoeba*, as heat shock and oxidative stress responses are also associated with significant transcriptional changes [8, 9]. These findings provide the motivation to better understand the mechanisms regulating gene expression changes during development and stress in *Entamoeba*.

RNA interference (RNAi) is a common gene regulatory mechanism in many eukaryotes, relying on short (~22–30nt) RNA molecules to effect either transcriptional or post-transcriptional gene silencing [10]. The RNAi pathway controls multiple aspects of biology including developmental changes, anti-viral defense response, and maintenance of genome integrity via transposon silencing [10–12]. Some RNAi pathway genes are conserved in *E*. *histolytica* and ~27nt small RNAs with an unusual 5'-polyP structure have been cloned from *E*. *histolytica* trophozoites [13, 14]. These small RNAs largely map antisense to genes and mediate transcriptional gene silencing via a nuclear localized Argonaute protein [13]. Furthermore, we have shown that small RNAs regulate some strain-specific gene expression patterns in *E*. *histolytica* [13, 14]. RNAi pathway proteins such as Argonaute and RNA-dependent RNA polymerase are conserved in other *Entamoeba* species, including *E*. *invadens* and *E*. *dispar*, further supporting the idea that this mechanism is important for *Entamoeba* biology [7, 14]. However, the roles of small RNAs in regulating gene expression changes under different biological conditions are not currently known.

In this paper, we seek to determine whether 27nt small RNAs mediate regulation of gene expression during *Entamoeba* development or stress response. In model systems, micro RNAs (miRNAs) and small interfering RNAs (siRNAs) have been implicated in diverse biological processes including cardiac development [15], regulation of flowering in *Arabidopsis* [16], oxygen response during angiogenesis [17] and phosphate deficiency [18]. Additionally, in plants siRNAs are involved in responses to heat and salt stresses [19]. To see if *Entamoeba* small RNAs may play some similar roles, we generated and sequenced 27nt small RNA libraries from four stages of encysting and excysting *E*. *invadens* parasites, as well as from *E*. *histolytica* trophozoites subjected to oxidative stress or heat shock. In this first survey of small RNAs in *E*. *invadens* we find that *E*. *invadens* has an extensive population of 27nt small RNAs with a 5'-polyP structure, which are derived from many genomic locations including silenced gene loci—findings that recapitulate observations in *E*. *histolytica*. However, analysis of 27nt small RNA profiles under encystation and excystation conditions (as well as *E*. *histolytica* small RNA libraries from heat shock or oxidative stress) indicate that overall there are very few changes in the 27nt small RNA populations under these conditions. Consistent with this observation, we found few changes in transcript abundance for genes targeted by small RNAs, during either development or stress responses. Therefore, we conclude that it is unlikely that the 27nt small RNAs are playing a direct role in regulating the transcriptional changes underlying development, oxidative stress or heat shock response. This is an unexpected result given the robust maintenance of this pathway in *Entamoeba* and indicates that further studies will be needed to determine the endogenous biological roles for the RNAi pathway in *Entamoeba*.

## Methods

### Parasite culture and induction of development and stress conditions

*E*. *invadens* strain IP-1 was cultured in LYI-S-2 at 25°C as previously described [7]. For encystation, we followed previously published methods [7]. Trophozoite cultures were chilled, pooled, washed, and then split into six T25 flasks in encystation media (47% LYI-LG + 7% adult bovine serum). For each time point (24h or 72h) two flasks of encysting parasites were collected. Mature cysts (72h) were additionally treated with 0.1% sarkosyl prior to RNA preparation to lyse remaining trophozoites. For excystation, we used the protocol as in [7]. Two flasks of mature 72h cysts were incubated overnight in distilled water at 4°C, which lyses any remaining trophozoites and then placed in excystation media (LYI-LG with the addition of 1mg/ml bile, 40mM sodium bicarbonate, 1% glucose and 10% serum) for 8h. Encystation efficiency was monitored by calculating the percent survival after treatment by 0.1% sarkosyl for 30 minutes at 4°C. For library construction, we used one experiment for all four time-point samples, with an overall encystation efficiency of 68%.

For stress conditions, we used previously published methods with H_2_O_2_ stress (1mM H_2_O_2_ for 1hr) [8] and heat-shock (42°C for 1hr) [9]. Starting from one T25 culture flask, 18 tubes (16ml) of *E*. *histolytica* HM-1:IMSS cultures were set up, and grown for 2 days at 37°C. On the day of treatment, the tubes were divided into three groups of 6 tubes each. One group was used as an untreated control, one group for H_2_O_2_ exposure, one group for 42°C heat shock. After treatment, all tubes were iced and total RNA for each condition prepared using Trizol (Life Technologies). We performed three biological replicates, pooled samples from all biological replicates, and made one library using pooled RNA for each condition.

### Total RNA prep and Capping assay

Total RNA for all *E*. *invadens* development samples was prepared using a modified Trizol protocol, which involved using French press to break mature cysts [7]. For the capping assay, the ScriptCap m7G capping system (Epicentre) was used [14]. After treatment, samples were phenol:chloroform extracted, ethanol precipitated, labeled with [5’-^32^P]-pCp and resolved on a 12% polyacrylamide gel. Gels were exposed to a phosphor screen and imaged on a Personal Molecular Imager (Bio-Rad).

### Western blot, Immunofluorescence assay (IFA) and Cell fractionation

For Western blot and IFA analyses, the same custom-made polyclonal antibody to EHAGO2-2 from our previous report [20] was used. For Western blot analysis, primary antibody was used at 1:2500 dilution in 2.5% milk of PBST solution for overnight at 4°C. The secondary anti-Rabbit HRP (Jackson labs) was used as a 1:10, 000 dilution in 2.5% milk PBST solution for 1 hr at room temperature. Anti-Actin antibody is from MP Biomedicals, and anti-Histone H3 is from Abcam. For IFA, we used the same protocol as in [20] with the following changes: after fixation with Acetone: Methanol (1:1), cells were permeabilized with 0.1% TritonX-100 for 10 min. Primary antibody was used at a 1:250 dilution in 1% BSA-PBS and incubated at 4°C for overnight followed by Alexa Fluor 488-conjugated anti-rabbit secondary antibody (1:2500; Molecular Probes) for 1 hr at room temperature. *E*. *invadens* parasites were prepared for cytosolic fraction and nuclear fraction using our previously published protocol [21].

### Reverse Transcriptase PCR (RT-PCR)

For cDNA preparation: 2μg total RNA from each time point was treated with DNase I as in [22]. The RNA was then separated into two aliquots (minus-RT and plus-RT), and cDNA were made using SuperScript III First-Strand Synthesis System kit (Invitrogen). 2μl of cDNA was then used as a template for PCRs and all PCR reactions were 30 cycles. Primers are: EiAGO2-2 forward ATGGCGCATATCCAAAGAAG, reverse CGCTGATTGGTTGATGTTTG; EIN_192230 forward AACAAGTCGGGTTGGTCTTG, reverse CTCGAATGTTCCAGCAGTCA; EIN_040930 forward TGATTGAAGCTGGGTGGGAT, reverse GCAATGGAAGAACAACGGGT; EIN_099680 forward CAGGTTCTGAGCGACAACAA, reverse CGCATTTTTCCACCTCTGAT; EIN_186850 forward GCCACGAAAAATCCAAAGAA, reverse GTTGCACTCCTCGCTCTTTT; EIN_202650 forward AAAGCCCATGCAAAATCATC, reverse TTGCAATTTGCTTTCCACAC.

### Library construction and sequencing

We used the NEBNext multiplex small RNA library prep set for Illumina (NEB#E7300S) and followed the manufacturer’s protocol with the following modifications: total RNA (25–50 μg) was fractioned to 15–30nt size using 12% polyacrylamide urea gel. The size-selected RNA was treated with tobacco acid pyrophosphatase [TAP] to convert 5’ poly-P to 5’ single-P (Epicentre). After cDNA generation, barcode primers were PCR incorporated into each sample. We typically used 8–12 PCR cycles to get a final PCR product. The final PCR product was quantified using Nanodrop and samples were pooled for Illumina sequencing using the MiSeq platform. The number of reads generated for each library is listed in Tables 1 and 2.

**Table 1:** Composition of small RNA libraries from *E*. *invadens*. **(A)** Sequenced libraries from each time-point during development were processed to remove barcodes, size selected for reads >15nt or <40nt, duplicate reads removed and the remaining unique reads sequentially mapped against each sequence type shown. Note that a small number of reads mapped both antisense and sense to transcripts, hence the total number of reads mapped to “transcript” is lower than the total number of reads mapping either antisense or sense. Total number of reads and percent of unique mapped reads are shown.

Library	Trophozoite	% of unique reads	Early Cyst (24h)	% of unique reads	Mature Cyst (72h)	% of unique reads	Excystation (8h)	% of unique reads
**Total reads**	**458,456**		**1,883,073**		**1,256,373**		**1,883,410**	
**Unique reads**	284,793		817,851		682,981		593,686	
**Map to tRNA**	2,465	0.9%	4,879	0.6%	4,944	0.7%	5,132	0.9%
**Map to rDNA**	16,908	6%	11,743	1%	10,397	2%	18,286	3%
**Map to TEs and REs**	45,376	16%	120,377	15%	102,500	15%	89,096	15%
**Map to genome**	**135,654**	**48%**	**353,052**	**43%**	**307,565**	**45%**	**269,447**	**45%**
**Map to transcripts**	**47,218**	**17%**	**130,753**	**16%**	**114,043**	**17%**	**100,455**	**17%**
**Map antisense to genes**	31,971	11%	84,156	10%	75,209	11%	63,554	11%
**Map sense to genes**	15,274	5%	46,695	6%	38,942	6%	36,959	6%
**Map to intergenic regions**	88,436	31%	222,299	27%	193,522	28%	168,992	29%

**Table 2:** Mapping of *E*. *invadens* small RNAs to transposons and repetitive elements. Unique reads from *E*. *invadens* trophozoites, after removal of tRNA and rRNA mapped reads, were aligned to each type of transposable and repetitive element found in the *E*. *invadens* genome. Total read number, percent of unique reads, and percent of the *E*. *invadens* genome that each element represents (adapted from [30]) are shown.

Element type	Unique read number (Trophozoite)	% of unique reads	% of genome
**Ei_DDE**	22,965	8.1%	4.1%
**Ei_ERE**	835	0.3%	0.4%
**Ei_hAT**	3,156	1.1%	1.1%
**Ei_LINE**	1,619	0.6%	0.1%
**Ei_mariner**	9,624	3.4%	1.0%
**Ei_MuDR**	5,667	2.0%	1.3%
**Ei_piggyBac**	563	0.2%	0.1%
**Ei_Polinton**	947	0.3%	0.8%

### Mapping of reads

Raw Illumina sequences were pre-processed to remove barcodes, converted to FASTA format and size selected to remove all sequences <15 and >40nt. Duplicate reads were removed and all downstream analysis was performed using unique sequences. Mapping to the *E*. *invadens* or *E*. *histolytica* genome, repetitive elements, ribosomal DNA, tRNA and transcripts was performed using Bowtie v0.12.5 [23] (bowtie-bio.sourceforge.net) with the parameters:-v 0—all. A schematic of the alignment methodology is shown in S1 Fig Genome, transcript, and protein sequences were downloaded from amoebadb.org; version 1.3 for both genomes. Repeat sequences were extracted from the *E*. *histolytica* or *E*. *invadens* genome with Bedtools [24] (FastaFromBed), using coordinates provided by Lis Caler and Hernan Lorenzi (personal communication). For trophozoites, a total of 458,456 reads were sequenced, of which 284,793 (62%) were unique; this high percentage of unique reads indicates that the sequencing is not saturated, and further sequencing would be required to identify rare species. Unique small RNA reads were then aligned to tRNA and ribosomal RNA; these reads were removed from further downstream analysis.

### Analysis of small RNA composition

For each small RNA library, the length profile and nucleotide distribution at each position were determined in R using the ShortRead package [25]. To determine the pattern of small RNA distribution on gene loci, each small RNA sequence was assigned a position value based on the position of the starting nucleotide along the gene, normalized by gene length and histograms showing the frequency at each position were plotted. A similar strategy was used for plotting small RNA mapping to promoters. Small RNA alignment of each gene with ≥20 antisense RNAs was performed against the region extending from -100 to +100 (relative to ATG). Libraries were tested for presence of miRNAs using the program mirDeep2 v. 0.0.7 [26] with a reference miRNA database. Sequence homology was determined using BLASTP (downloaded from http://blast.ncbi.nlm.nih.gov) with an e-value cutoff of < 1e^-20^.

## Results

### Generation of a 27nt small RNA library from *E*. *invadens* trophozoites

The *E*. *invadens* genome is significantly larger than that of *E*. *histolytica* (~40MB versus ~20MB); however, they are both AT rich and have large gene families [7, 27]. The current *E*. *invadens* genome contains multiple RNAi pathway genes: four genes encoding full or partial Argonaute proteins, two genes encoding RNA-dependent RNA polymerase (RdRP), and an RNaseIII domain containing protein [7]. Several of these genes have developmentally regulated expression, including an RdRP gene (EIN_181590) that has increased expression early in encystation and an Argonaute gene (EIN_033570) with very high expression during excystation [7]. These data suggest that the RNAi pathway is important in *E*. *invadens* biology and could play a role in regulating gene expression during stage conversion. To confirm the presence of Argonaute protein in *E*. *invadens*, we tested a custom-made anti-*E*. *histolytica* AGO2-2 antibody on *E*. *invadens* trophozoite lysate. In *E*. *histolytica*, the AGO2-2 protein is 110 kDa and is localized to the nucleus [20]. In *E*. *invadens* trophozoite lysate we identified a clear band at 110 kDa that is enriched in the nuclear fraction, indicating that a homologue of Argonaute 2–2 is present in *E*. *invadens* (Fig 1A). Bioinformatic analysis indicates that EiAGO2-2 is highly conserved (57% identical and 78% similar, compared to EhAGO2-2). Immunofluorescence assay revealed signal in trophozoites, which was enriched in the nucleus (Fig 1B). These findings are similar to the data for this protein in *E*. *histolytica*; thus, we conclude that the *E*. *invadens* AGO2-2 has nuclear localization and may have similar functions. To determine if levels of EiAGO2-2 transcript change during stage conversion, we performed RT-PCR on RNA isolated from trophozoites, early cysts (24h encystation), mature cysts (72h encystation) and excystation (8h after induction of excystation). We found that EiAGO2-2 transcript is expressed throughout development, although the expression level was reduced during encystation, relative to a control gene (S2 Fig). Whether this reduction has any functional consequences, or is simply due to reduced levels of AGO being required to maintain silencing in non-proliferative cysts is unknown at this point.

**Fig 1:**
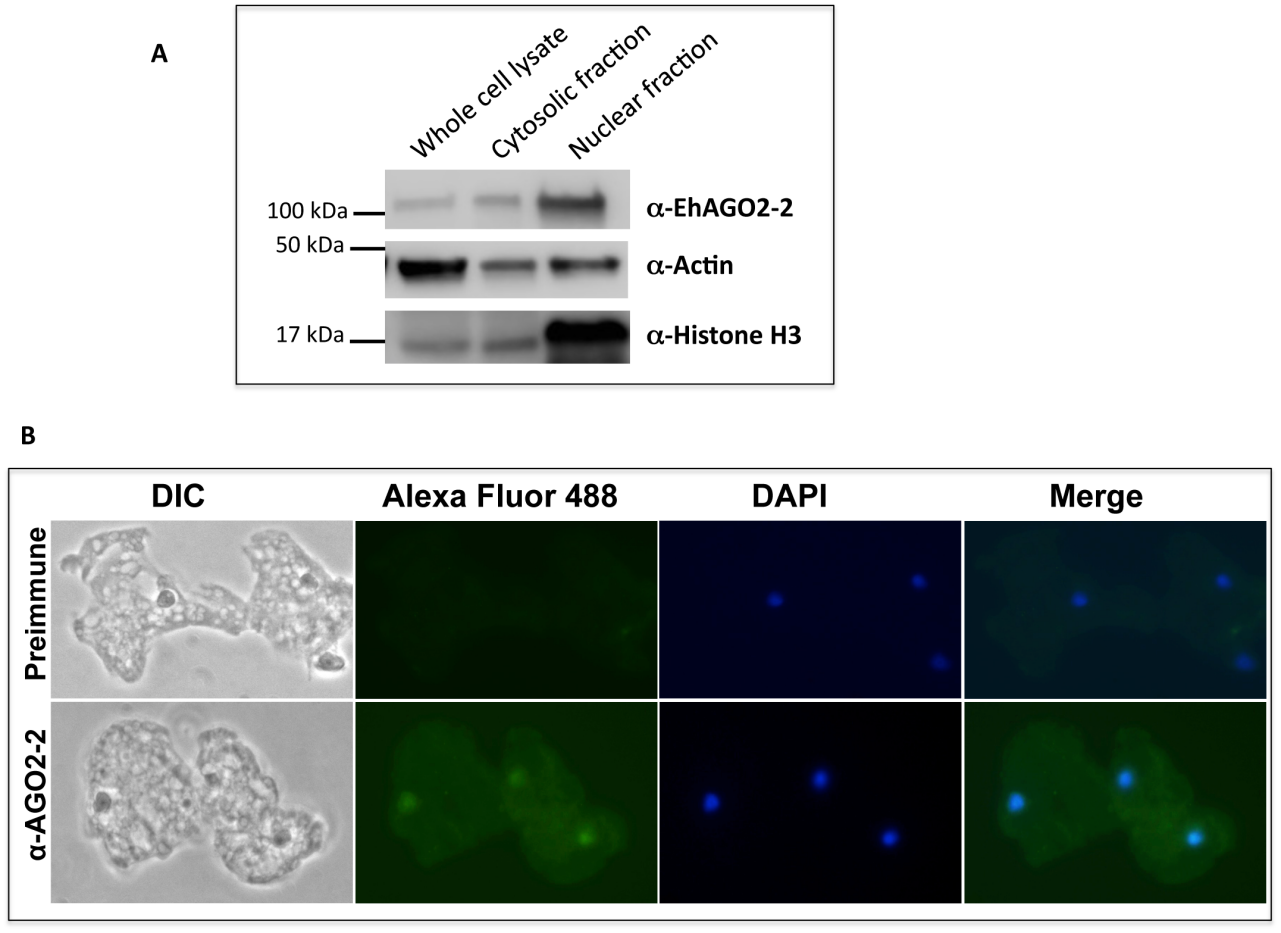
A custom-made antibody to *Entamoeba* AGO2-2 detects a 110kDa protein, which is enriched in the nucleus. **(A)** Western Blot detects a band at 110 kDa using α-EhAGO2-2 antibody on *E*. *invadens* whole cell lysate, cytosolic fraction and nuclear fractions. **(B)** Immunofluorescence assay on *E*. *invadens* trophozoites showed nuclear enriched signal, which co-localizes with DAPI. Some cytoplasmic signal is also noted.

Previously we have noted that small RNAs in *E*. *histolytica* are 27nt in length, have 5' polyP termini and 3'-OH, and show a strong bias towards a G in the first 5'-nucleotide position [13, 14]. To determine if these features are conserved in *E*. *invadens*, we performed biochemical analysis on bulk small RNA populations from *E*. *invadens* trophozoites. Our results indicate that *E*. *invadens* small RNAs of ~27nt can be labeled with pCp and shift size upon treatment with capping enzyme (Fig 2A). Overall, these data indicate that the *E*. *invadens* 27nt small RNA population has a 5'-polyP structure and at least one free 3'-OH, similar to the structural features noted in *E*. *histolytica*. The 5'-polyP small RNAs cannot be primary products of Dicer processing but instead are similar to small RNAs in *C*. *elegans* and parasitic nematodes, which are derived from RdRP [28, 29].

**Fig 2:**
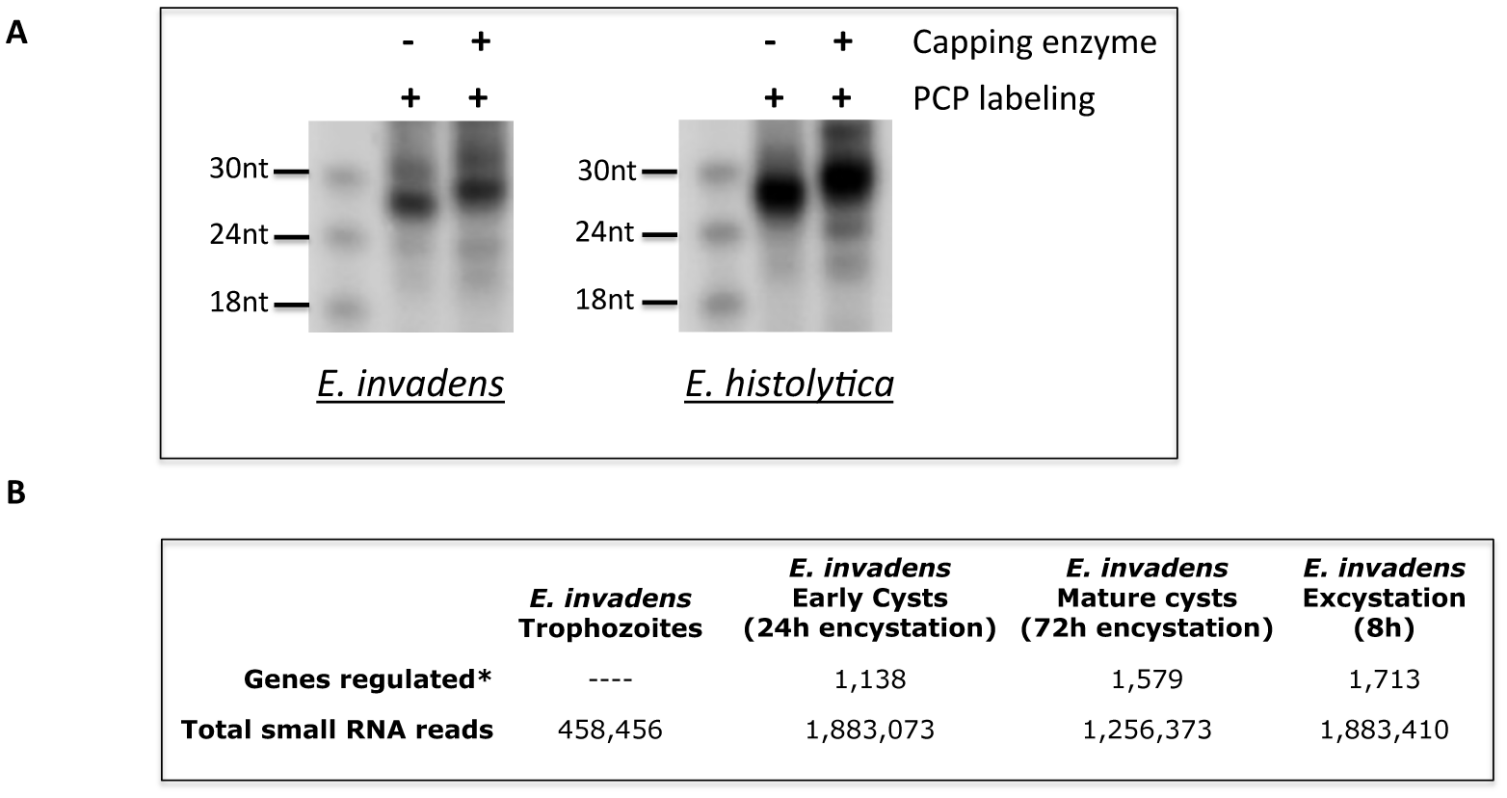
*E*. *invadens* small RNA biochemical analyses and small RNA library reads generated for each time point. **(A)** Biochemical analysis indicates that *E*. *invadens* small RNAs have 5'-polyphosphate and 3'-OH termini. Bulk preparations of *E*. *invadens* small RNAs are radioactively end-labeled with pCp, which indicates a 3'-OH terminus. Labeled RNAs are then treated with capping enzyme (which adds a guanosine cap to RNAs with a 5' polyP termini). Increase in the small RNA size from a bulk ~27nt population to a larger ~28nt population indicates that the *E*. *invadens* small RNAs have a 5'-polyphosphate termini. *E*. *histolytica* small RNAs are included as a positive control for characterization of 5’-polyP termini, as previously published [14]. **(B)** Extent of gene regulation and total small RNA reads at each time point of *E*. *invadens* stage conversion. The number of regulated genes during development are obtained from [7] and defined as genes with an FDR < 0.01. The small RNA reads are the total reads prior to size selection and removal of duplicates.

In contrast to *E*. *histolytica*, in which the majority of mapped small RNAs were found to map to open reading frames (ORFs) [13], the largest category of small RNAs from *E*. *invadens* trophozoites mapped to intergenic regions (88,436 or ~31% of unique reads; compared to ~20% in *E*. *histolytica*) (Table 1). In addition, there was substantial mapping of small RNAs to retrotransposons and repetitive elements (45,376 or ~16% of unique reads; compared to ~4% in *E*. *histolytica*). There were significant numbers of reads that mapped to ORFs (~17%, compared to ~35% in *E*. *histolytica*) with the majority found in the antisense orientation (~68% of transcript derived reads). The existence of small RNAs mapping antisense to genes is similar to data from *E*. *histolytica* and given the analogy with that system, indicates that in *E*. *invadens* these small RNAs may also be involved in gene silencing. However, the substantial mapping of small RNAs to retrotransposons and repetitive elements suggests that in *E*. *invadens* the 27nt population may also have roles in maintaining genome integrity and stability, a function of the RNAi pathway noted in other systems but in contrast to our observations in *E*. *histolytica* [11–13].

Next, we analyzed the length and nucleotide composition of the small RNA reads from *E*. *invadens* trophozoites. There was a dominant peak in frequency of mapped reads at 27nt (Fig 3A), as well as a predisposition for 5'-G (Fig 3A), confirming the similarity between the *E*. *histolytica* and *E*. *invadens* 27nt small RNA population and suggesting that mechanisms for generation of small RNAs are conserved in these two species. However, there were some differences between the two populations. In *E*. *histolytica* the vast majority of antisense reads map to the 5' end of ORFs, while sense reads cluster at the 3'-end of ORFs [13]. This bias was only weakly observed in *E*. *invadens*, in which both sense and antisense reads showed a much wider distribution over the length of the mRNA (S3 Fig). We also noted that *E*. *invadens* small RNAs had greater mapping to promoter regions, in contrast to data in *E*. *histolytica* where small RNA abundance on coding regions is more pronounced (Fig 4). Whether the increased promoter occupancy by *E*. *invadens* small RNAs has regulatory roles is not known, although transcriptional gene silencing caused by siRNAs targeting promoter regions have been documented in yeast, fly and mammalian cells [31–33]. We additionally surveyed the small RNA library for evidence of potential miRNA species using mirDeep2 program, but found no definitive evidence of miRNA species.

**Fig 3:**
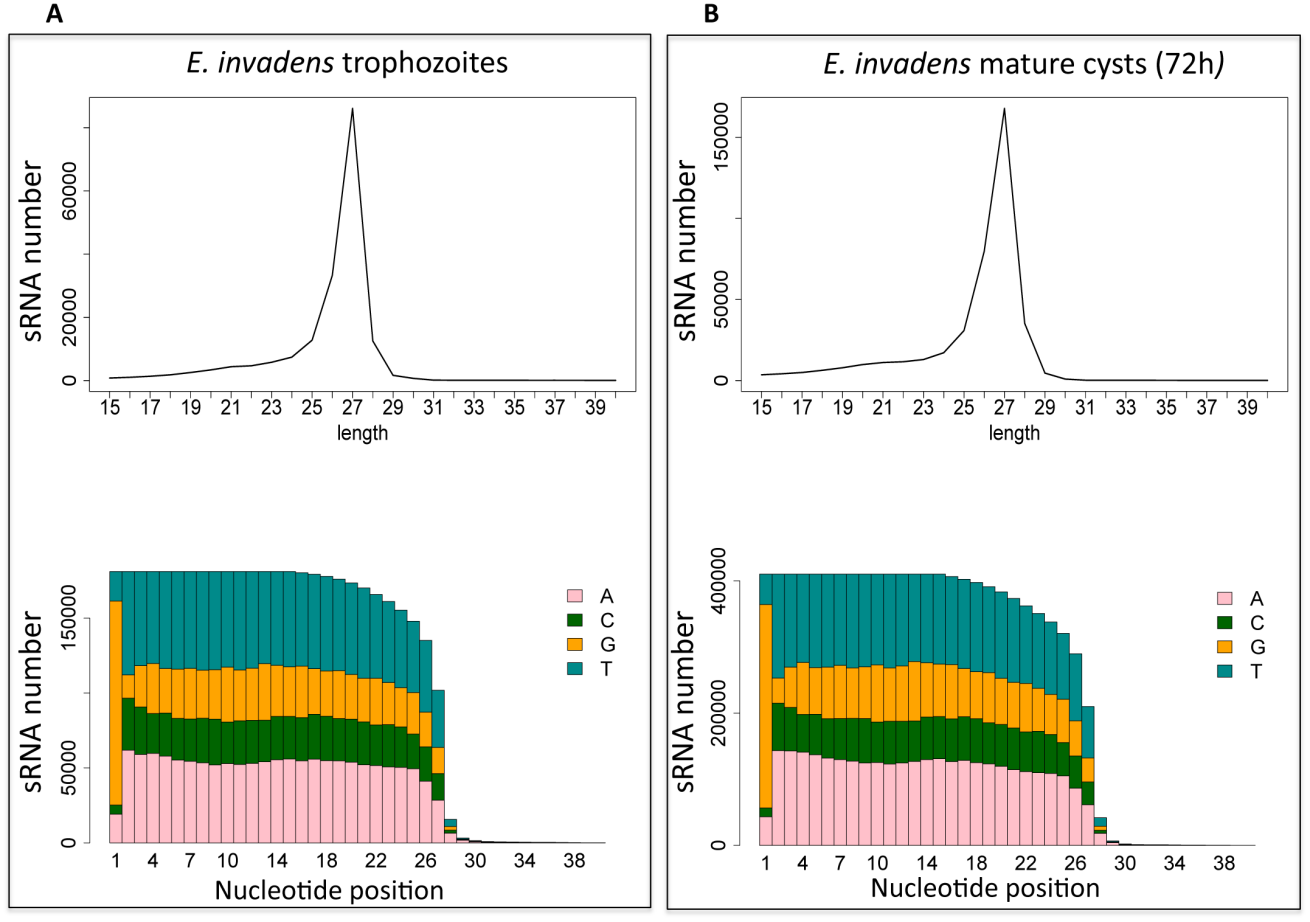
*E*. *invadens* small RNA length and nucleotide distribution. After removal of duplicates and size selection to remove RNAs >15nt or <40nt, a profile of length distribution and percent of each nucleotide base at each position were calculated for each library. Note the strong peak at 27nt in length and the preference for G at the 5' end in both datasets. (**A)** Trophozoite library, and (**B)** Mature cyst (72h) library.

**Fig 4:**
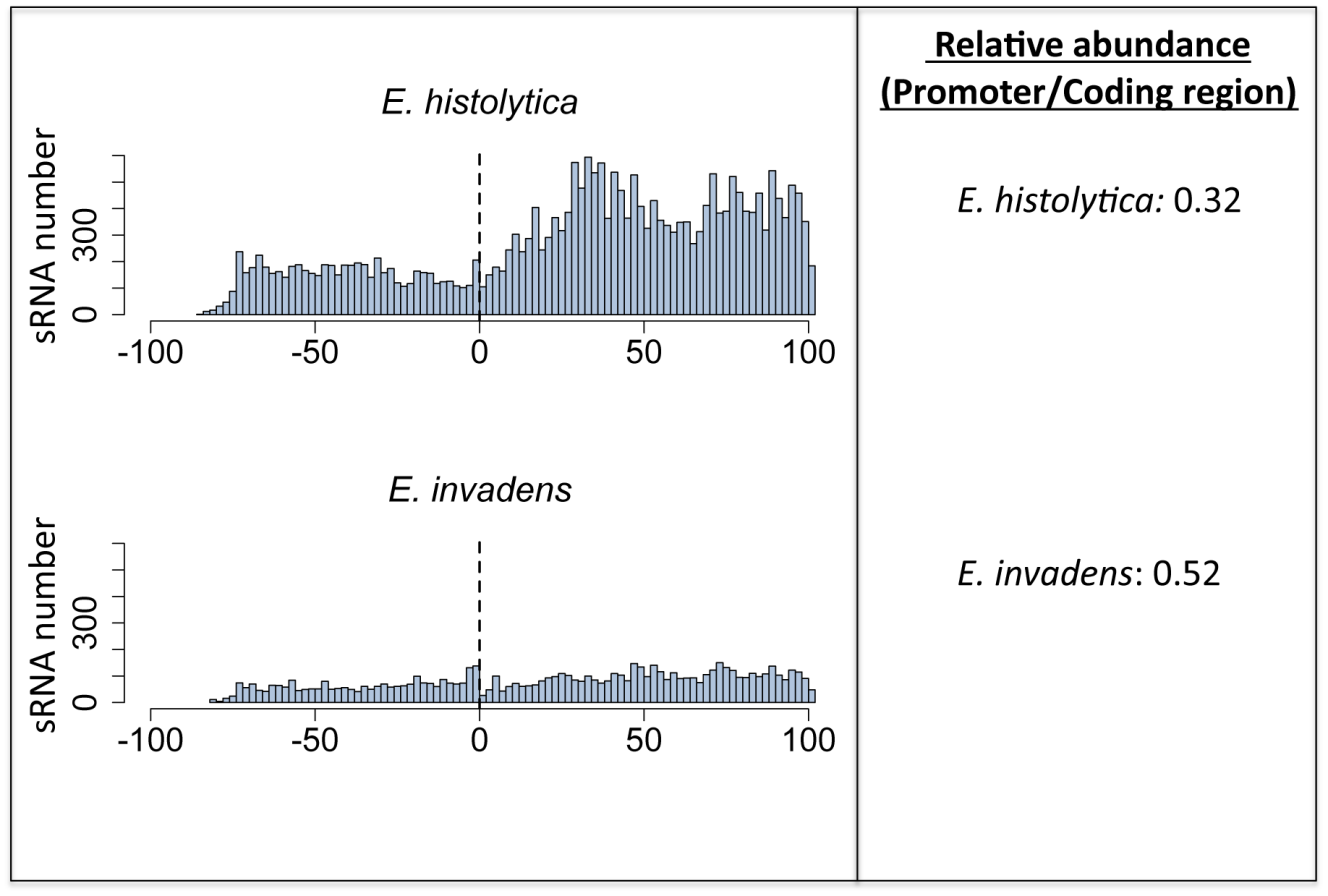
Mapped small RNAs in *E*. *invadens* show relatively greater occupancy of promoter regions compared to *E*. *histolytica*. Small RNA sequences from *E*. *histolytica* and *E*. *invadens* trophozoites were aligned to the region from -100 to +100 (relative to ATG) of each annotated ORF. The frequency of antisense RNA 5' ends (for genes with ≥20 antisense RNAs) at each position was plotted. The ratio of small RNAs in the upstream region (-100 to ATG) to small RNAs in the coding region (ATG to +100) of each ORF is shown.

### A subset of small RNAs map to repeat elements

Both *E*. *histolytica* and *E*. *invadens* have large numbers of transposable elements (TE) and repetitive elements (RE) in their genomes (~20% and ~10% respectively) [30]. However, the types of elements found in each species are distinct, with the *E*. *histolytica* genome largely populated by long and short interspersed nuclear elements (LINEs and SINEs), as well as the *Entamoeba* repetitive element (ERE) [30]. A more diverse collection of DNA transposons, including mariner and hobo-Ac-Tam3 (hAT) family elements, are found in *E*. *invadens* in addition to the LINEs, SINEs and EREs [30]. Given that a substantial percentage of small RNAs in *E*. *invadens* seem to derive from these elements, we decided to further examine their origins. We extracted sequences for each transposable and repetitive element in the *E*. *invadens* genome, and mapped the small RNA sequences against them. Small RNAs were found to derive from every type of TE/RE, including the ERE class, which was not found to be a source for small RNAs in *E*. *histolytica* (Table 2). These small RNAs are largely 27nt and map both sense and antisense to transposon transcripts. We tested for 5'-G bias and found that for all transposons >75% of small RNAs started with G (two representative examples are shown in S4 Fig), indicating that they are true small RNAs and not degradation products. The percent of small RNAs mapping to each class of transposable/repetitive element was generally proportional to the prevalence of the transposable element in the genome. The DDEs, which make up the single largest class of TEs, also had the highest number of small RNAs with ~50% of all transposon mapped small RNAs. However, there were some exceptions with LINEs (0.6% of all small RNAs but only 0.1% of the genome) being overrepresented and Polinton elements (0.4% of small RNAs and 0.8% of the genome) being underrepresented. The biological significance of this over/underrepresentation is unclear at present. In other parasites, such as *Trypanosoma brucei*, the majority of small RNAs derive from retrotransposons and transposon control is thought to be the main biological function of the RNAi pathway [34]. Although the abundance of transposon mapped small RNAs in *E*. *invadens* is intriguing, it remains to be seen whether they may play a similar biological role.

### Analysis of small RNAs during *E*. *invadens* development

In order to determine if the 27nt small RNAs control gene expression changes during *E*. *invadens* stage conversion, we generated small RNA libraries from *E*. *invadens* parasites at multiple time-points during development: early cysts (24h encystation), mature cysts (72h encystation) and excystation (8h after induction of excystation) and compared them to the trophozoite small RNA dataset obtained above. These time-points were chosen as we have previously generated transcriptome datasets from identical time-points [7], which allows the correlation of small RNA abundance with gene expression changes. 

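The comparison of time-points rests on 4 small RNA libraries of E. invadens, an amoeba of reptiles that forms cysts in culture and serves as a model for encystation. There was 1 library each for trophozoites (the growing form), early cysts at 24 h of encystation, mature cysts at 72 h of encystation, and parasites at 8 h of excystation, the return from the cyst to the trophozoite. No time-point had a replicate library, and the paper states that all 4 libraries came from the same experiment. A difference between time-points therefore cannot be set against the variation between cultures of the same stage, and every interval and test given here for these libraries covers counting error only. Small RNAs were size-selected on a gel and treated with tobacco acid pyrophosphatase, which turns a 5' polyphosphate into a monophosphate so that an adapter can be ligated. In the paper's Table 1 the libraries hold 458456 total reads for trophozoites, 1883073 for early cysts, 1256373 for mature cysts and 1883410 for excystation. After size selection and removal of duplicates the paper counts 284793, 817851, 682981 and 593686 unique reads in the same order, which are 62.1%, 43.4%, 54.4% and 31.5% of the totals. Since duplicates were removed, each different sequence enters a library once, and an abundant small RNA weighs no more than a rare one. The authors aligned the unique reads with Bowtie v0.12.5 to the transcripts of AmoebaDB version 1.3, allowing 0 mismatches and reporting all alignments. For each of 6404 genes they deposited the whole-number count of antisense (AS) small RNAs in each library, without normalization. How a sequence that aligns to several genes, or to several places in a gene, was counted is not given in the sources used here. The counts sum to 63011 in trophozoites, 140686 in early cysts, 129040 in mature cysts and 105045 in excystation, and 3194 genes are at 0 in all 4 libraries. The cutoff of at least 20 AS small RNAs was applied to the counts as deposited. For log2 ratios between libraries and for the numbers of ORFs at 2-fold or more, 0.5 was added to each count. The sum was divided by the library's unique reads, because counts on genes hold only part of a library. Fold changes printed for single genes, and their exact intervals, are ratios of counts per unique read without the added 0.5.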

Note that the early cyst (24h) and mature cyst (72h) samples were prepared from the same starting population of encysting parasites; hence, they represent points on a continuum. For mature cysts, samples were treated with 0.1% sarkosyl prior to RNA preparation in order to lyse remaining trophozoites, allowing us to harvest pure cyst material for library preparation and also to calculate the efficiency of encystation; 24h cysts were untreated as they are not fully sarkosyl resistant. Encystation efficiency was calculated by determining the percent parasite survival after sarkosyl treatment (at 72h after encystation) and found to be 68% for the encystation used for library generation. We were able to generate adequate small RNA libraries from all time points with a minimum of 400,000 small RNA reads in each library. The total number of reads sequenced for each time-point are shown in Fig 2B. The small RNA datasets from the encysting, mature cyst, and excystation time-points were processed using the same algorithm as the trophozoite sample. Neither the length distribution of the small RNAs or the 5'-G bias were affected by stage conversion (Fig 3B and S5 Fig), and as in the trophozoite sample, no potential miRNAs were found by mirDeep2 program. Alignment of the small RNA libraries from encysting and excysting parasites revealed that there were few significant differences between the relative proportion of small RNA reads mapping to each genomic region at any developmental time-point; the largest category in all time-points were small RNAs derived from intergenic regions (Table 1). Additionally, no significant changes in small RNAs derived from TEs occurred during development (S1 Table). 

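Of the categories in Table 1, the counts per gene cover the small RNAs antisense to genes. Summed over genes, they came to 22.1% of unique reads in trophozoites, 17.2% in early cysts, 18.9% in mature cysts and 17.7% in excystation. The paper's Table 1 gives 11%, 10%, 11% and 11% of unique reads antisense to genes in the same order. The scales differ, since the sums can hold a sequence more than once and are not shares of reads. From the paper's read numbers the shares were 11.2%, 10.3%, 11.0% and 10.7%. The higher sum of counts in trophozoites lay mostly in 4 genes, EIN_267860, EIN_072970, EIN_166890 and EIN_145990, whose counts are in nearly constant proportion to each other in all 4 libraries. EIN_166890 was singled out after its values were seen. Together the 4 genes held 18.6% of the summed counts in trophozoites, 6.43% in early cysts, 7.96% in mature cysts and 6.04% in excystation. Without them, the sums were 18.0%, 16.1%, 17.4% and 16.6% of unique reads. With 1 library per time-point, the spread between replicates of these shares is unknown. No binomial interval is given, since a sequence aligned to several genes can be counted more than once.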

The one type of small RNA that was significantly altered in abundance in development was that derived from ribosomal RNA, which oscillated from 5.9% of unique reads in trophozoites to low abundance in cysts (1.4% and 1.5% in 24h and 72h cysts, respectively), before rising again to 3.1% of unique reads during excystation. However, as these small RNAs are largely in the sense orientation, they are likely to be degradation products. Transcription of rRNA has been previously shown to fluctuate during encystation [35], slowing during early encystation but rising to trophozoite levels in mature cysts; the reduction in ribosomal derived small RNAs likely reflects these changes.

### Genes targeted by *E*. *invadens* small RNAs are silenced and do not change expression during development

In *E*. *histolytica*, antisense small RNAs play an important role in controlling gene expression and genes targeted by endogenous small RNAs have very low expression [13, 14]. Furthermore, triggering the production of small RNAs to a given gene can induce gene silencing [20, 21, 36]. We theorized that small RNAs may control gene expression during stage conversion. To determine if this was the case, we mapped small RNAs from each *E*. *invadens* library to coding sequences in the genome and identified all open reading frames (ORFs) to which ≥20 antisense (AS) small RNAs mapped. This cutoff (≥20 AS small RNAs) was chosen as the vast majority of genes with at least 20 AS small RNAs were not expressed, similar to data from *E*. *histolytica* [13].

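At least 20 AS small RNAs were counted on 568 genes in trophozoites, 777 in early cysts, 761 in mature cysts and 727 in excystation, which are 8.87%, 12.1%, 11.9% and 11.4% of the 6404 genes listed. The trophozoite library, with the fewest unique reads, had the fewest such genes. When the other libraries were thinned at random to its number of unique reads (mean of 100 draws), the numbers were 557 in early cysts, 570 in mature cysts and 556 in excystation, against 568 in trophozoites. A cutoff of 100 moved these numbers most, to 161 genes in trophozoites, 395 in early cysts, 350 in mature cysts and 318 in excystation. Thinning acts on counts after removal of duplicates, and does not stand for sequencing fewer reads. In a check chosen afterwards, each gene's summed count was split at random between libraries by total reads. Trophozoites (568) and mature cysts (761) then lay above every draw (highest 491 and 733). Excystation (727) lay below every draw (lowest 768), and early cysts (777) inside them. Few genes carried most of the counts. Genes that reached 20 in at least 1 library held 98.0% of the summed counts in trophozoites, 97.7% in early cysts, 98.0% in mature cysts and 97.2% in excystation. The 100 genes with the highest counts held 51.5%, 43.7%, 45.9% and 43.9% of each sum. The highest counts were on EIN_267860, with 3910, 3014, 3420 and 2119 AS small RNAs in trophozoites, early cysts, mature cysts and excystation, followed by EIN_072970, with 3157, 2435, 2766 and 1712. The proportion between these 2 genes was nearly the same in every library, so their counts cannot be taken as independent of each other.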

We compared ORFs with ≥20 AS small RNAs from each of the developmental time-points and found significant overlap (Fig 5A). 

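Across the 789 ORFs with at least 20 AS small RNAs in at least 1 library, counts in each pair of libraries rose and fell together. Spearman's rho across these genes was 0.963 between trophozoites and early cysts, 0.968 between trophozoites and mature cysts, and 0.968 between trophozoites and excystation. Between early and mature cysts it was 0.985, between early cysts and excystation 0.986, and between mature cysts and excystation 0.986. Pearson's r of log2(count + 1) lay between 0.950 and 0.985 for the 6 pairs. Genes are not independent replicates, so no p-value is attached to these coefficients. Taking in every gene with at least 1 AS small RNA lowered rho most, to between 0.696 and 0.769.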

Of the 789 ORFs with ≥20 AS RNAs in at least one time-point, 705 met the same criteria for at least two other time points, while only 32 ORFs were unique to a single time-point. 

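In the deposited counts, 789 ORFs had at least 20 AS small RNAs in at least 1 library. Of these, 567 met the cutoff in all 4 libraries, 152 in exactly 3, 39 in exactly 2 and 31 in a single library, so that 719 (91.1%) met it in at least 3 libraries and 3.93% in a single library. All 152 ORFs that met the cutoff in exactly 3 libraries fell short of it in trophozoites. A cutoff of 100 moved the numbers in at least 1 and in at least 3 libraries most, to 398 and 314 ORFs. The number in a single library moved most at a cutoff of 10, to 50. With the libraries thinned to the size of the trophozoite library, a mean of 625 ORFs over 100 draws met the cutoff in at least 1 library, 545 in at least 3 and 47.7 in a single library.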

Further examination of the 32 unique ORFs showed that all had some small RNAs in all time-points, but simply a lower number than the 20 small RNA cutoff, suggesting that these differences are most likely an artifact of differing library sizes. 

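Of the 31 ORFs that reached 20 AS small RNAs in a single library, 20 did so in early cysts, the library with the most unique reads, 9 in mature cysts, 1 in excystation and 1 in trophozoites. Their counts in that library were between 20 and 32, and the median of their counts in the other 3 libraries was 12. The highest were EIN_114090, with 32 in early cysts and 11, 15 and 19 in trophozoites, mature cysts and excystation, then EIN_137820, with 30 in early cysts and 4, 16 and 12, and EIN_154410, also with 30 in early cysts and 2, 19 and 9. In 29 of the 31, at least 1 AS small RNA was counted in every library. The exceptions were EIN_300660, with 0 in trophozoites and 20, 12 and 13 in early cysts, mature cysts and excystation, and EIN_096010, with 20 in trophozoites, 1 in early cysts, 1 in mature cysts and 0 in excystation. To see how many such ORFs library sizes and counting error give together, each gene's summed count was split at random between the libraries in proportion to their unique reads. In 10000 such draws the number of single-time-point ORFs had a median of 34, with 95% of draws between 26 and 42. Of the draws, 28.2% had 31 or fewer. Draws with equal library sizes, added after the results were seen, had 95% between 18 and 33. The number alone thus does not separate differing library sizes from counting error. The draws treat the counts of different genes as independent.

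**Figure D1:**
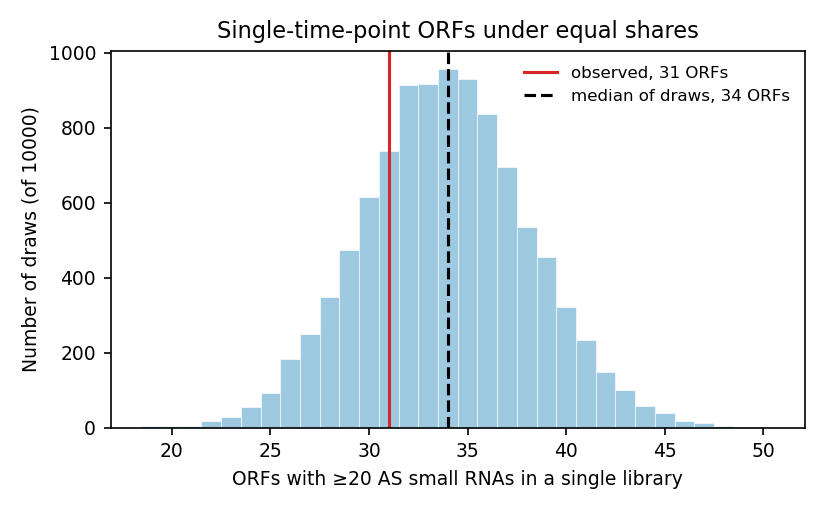
Histogram of 10000 random splits in which every gene has the same share of unique reads in all 4 libraries. The horizontal axis is the number of ORFs with at least 20 AS small RNAs in a single library and the vertical axis the number of draws; the observed number, 31, lies to the left of the median of 34 and inside the spread of the draws.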

Using previously generated RNA-Seq data [7], we found that median expression of the 789 ORFs was very low throughout development; thus the genes to which ≥20 small RNAs map appear to be constitutively silenced and are not transcriptionally regulated during development (Fig 5B). Based on our previously published RNA-Seq data, only 12 of these 789 ORFs has significant differential mRNA expression between any of the two time points observed.

**Fig 5:**
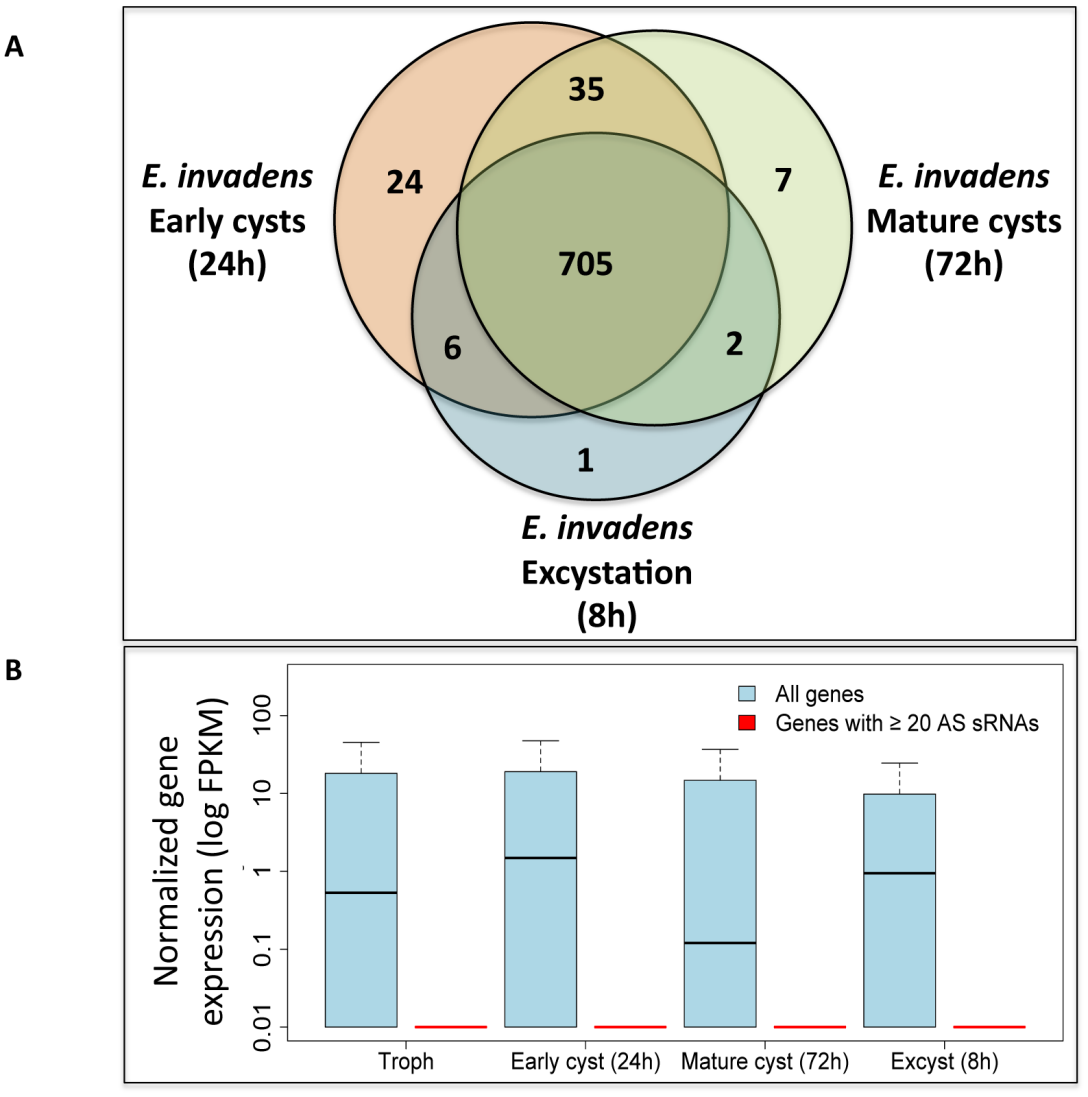
Comparison of genes with abundant small RNAs during *E*. *invadens* development. **(A)** Venn diagram of genes with ≥20 AS small RNAs mapped at each time-point. Note that the majority of genes with small RNAs are represented in all time points. Due to the smaller number of reads in the trophozoite library, all genes with ≥20 small RNAs in that library are present in the other libraries; hence this time point was not included in the diagram. **(B)** Genes with ≥20 AS small RNAs are not expressed during development. Expression data are based on RNA-Seq from *E*. *invadens* trophozoites, early cysts (24h), mature cysts (72h) and excysting parasites are shown as Fragments per kilobase per million mapped reads (FPKM). The 789 genes to which ≥20 AS small RNAs mapped in any timepoint had very low expression under all timepoints (red), compared to expression of all genes (blue), indicating that they are not regulated during development.

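Among early cysts, mature cysts and excystation, the libraries in the Venn diagram, 719 ORFs had at least 20 AS small RNAs in all 3. A further 32 met the cutoff in early and mature cysts only, 6 in early cysts and excystation only, and 1 in mature cysts and excystation only. It was met by 20 ORFs in early cysts alone, 9 in mature cysts alone and 1 in excystation alone, so that 788 ORFs met it in at least 1 of the 3 libraries. Of the 568 ORFs that met it in trophozoites, 567 met it in all 3 other libraries as well. The remaining ORF was EIN_096010, whose trophozoite count lies exactly at the cutoff.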

To test whether our observation was an artifact of the relatively low cutoff of ≥20 mapped AS small RNAs, we repeated this analysis with a cutoff of ≥50 AS small RNAs; however, the results were very similar. 

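With the cutoff raised to 50 AS small RNAs, 595 ORFs met it in at least 1 library. By library these were 321 in trophozoites, 587 in early cysts, 555 in mature cysts and 507 in excystation. The same 321 ORFs that met it in trophozoites met it in all 4 libraries; a further 183 met it in exactly 3, 46 in exactly 2 and 45 in a single library, 37 of them in early cysts. At least 3 libraries were thus reached by 504 ORFs, 84.7% of the 595, a lower share than at the cutoff of 20. Every one of the 595 ORFs had at least 1 AS small RNA in every library, with a lowest count of 8, and 552 of them had at least 20 in all 4 libraries. In the 45 single-library ORFs the median of the other counts was 34. Thinning the libraries to the size of the trophozoite library changed the total most, to a mean of 353 ORFs.

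**Figure D2:**
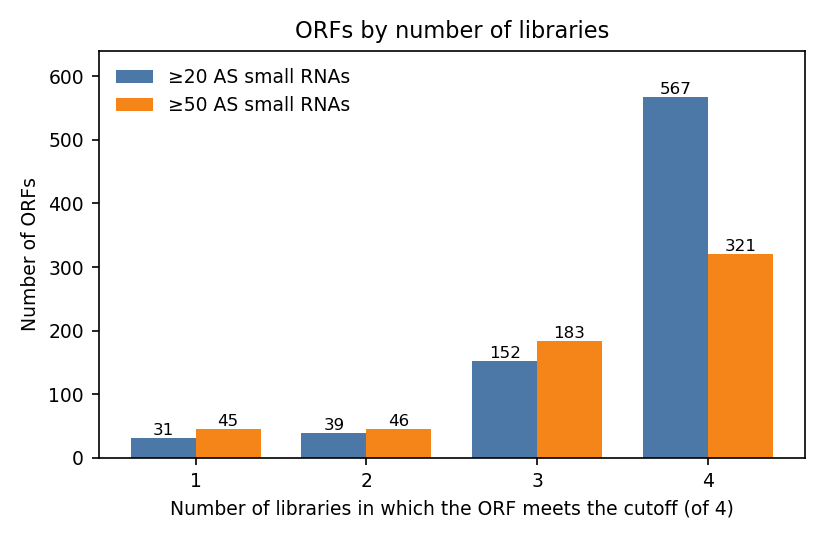
Number of ORFs (vertical axis) that meet the cutoff in 1, 2, 3 or 4 of the 4 libraries (horizontal axis), for at least 20 and at least 50 AS small RNAs. At both cutoffs the largest group, 567 and 321 ORFs, meets it in all 4 libraries.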

Of the 595 genes with ≥50 AS small RNAs at any stage, virtually all were not expressed at all time points. Our previous work on the transcriptome of *Entamoeba* stage conversion identified over 4,000 genes with significantly changed expression between trophozoites, early cysts mature cysts and excysting parasites [7]. Thus, the lack of changes in 27nt small RNAs during development was unexpected, given the vast changes in gene expression and cell physiology that occur during this time. These data indicate that the 27nt small RNAs in *E*. *invadens* are likely not involved in regulation of gene expression during development. Instead this small RNA population appears to permanently silence a subset of genes. 

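The change from cyst back to trophozoite was followed in the pair of mature cysts and excystation. The 2 samples also differed in handling. Mature cysts were treated with sarkosyl before RNA preparation, and the excysting parasites came from cysts kept overnight in water. Scaled by unique reads, this pair had the highest share of ORFs within 2-fold of the 4 pairs of libraries compared. Scaled by total reads it did not, with 76.6% against 97.8% for mature cysts and trophozoites. Of 768 ORFs with at least 20 AS small RNAs in either library, 99.5% were within 2-fold after scaling by unique reads, 1 was at least 2-fold higher in excystation and 3 at least 2-fold lower, and the median log2 ratio of excystation to mature cysts was -0.07. Fisher's exact test per ORF (two-sided, Benjamini-Hochberg adjustment over the ORFs of the pair) called 8 ORFs at an adjusted p under 0.05, of which 1 was higher in excystation. Of the 7 lower calls, 4 were EIN_267860, EIN_072970, EIN_166890 and EIN_145990, each 1.40-fold to 1.41-fold lower; their counts run in proportion and cannot be taken as independent calls. The ORF called higher, EIN_036460, rose from 12 to 37 AS small RNAs, or 3.55-fold with an exact 95% interval of 1.81 to 7.47 (adjusted p = 0.00666 from Fisher's exact test). The next largest rise, on EIN_138400 from 12 to 20, was 1.92-fold, and its interval of 0.893 to 4.30 includes no change. The largest falls were on EIN_280190, from 21 to 8, or 2.28-fold with an interval of 0.971 to 5.96, and on EIN_051750, from 36 to 15, or 2.09-fold with an interval of 1.11 to 4.10; neither passed the test (adjusted p = 0.869 and 0.420, Fisher's exact test). Over every gene with at least 1 count, 1338 were at 2-fold or more (840 higher and 498 lower in excystation), but 1077 of these had a single count in the pair, which gives a 2-fold difference by construction; Fisher's exact test over the same genes called 7, of which 3 were higher and 4 lower. Of the library sizes tried, total reads moved the number at 2-fold or more most, to 180 ORFs, 179 of them lower.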

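Against trophozoites, most ORFs were within 2-fold at each later stage after scaling by unique reads. Of the 778 ORFs with at least 20 AS small RNAs in trophozoites or early cysts, 96.7% were within 2-fold, 13 were at least 2-fold higher in early cysts and 13 at least 2-fold lower. The median log2 ratio of early cysts to trophozoites was -0.16. Between excystation and trophozoites, 98.6% of 728 ORFs were within 2-fold, 3 were higher and 7 lower, with a median log2 ratio of -0.14. A two-sided Fisher's exact test per ORF, with Benjamini-Hochberg adjustment over the ORFs of each pair, called 39 ORFs at an adjusted p under 0.05 in early cysts, all lower than in trophozoites, and 23 in excystation, also all lower than in trophozoites. In each pair 4 of the calls are the genes with proportional counts. The test compares these libraries, not the stages. Early cysts were not treated with sarkosyl, so parasites that had not encysted can remain in that library. Another library size shifts the ratios of all ORFs by the same amount, and with it the number of calls on each side. Scaled by the sum of the counts, 69 ORFs were called higher in early cysts and 8 lower, and scaled by total reads 1 higher and 431 lower. In excystation the sum of the counts gave 39 calls higher and 6 lower, and total reads 597 calls, all lower, with 37.2% of the 728 ORFs within 2-fold, 0 at least 2-fold higher and 457 at least 2-fold lower. The largest falls from trophozoites were the same in early cysts and excystation. EIN_096010 was 57.4-fold lower in early cysts, with an exact 95% interval of 9.19 to 2381 and 1 count there (adjusted p = 3.58e-09 from Fisher's exact test), and at least 13.9-fold lower in excystation, where its count was 0 and was set to a floor of 3 counts. With the counting error of the 20 trophozoite counts included, the exact 95% limit there is 10.3-fold. EIN_145990, whose counts run in proportion to those of 3 other genes, was 3.73-fold lower in early cysts with an interval of 3.50 to 3.98, and 3.87-fold lower in excystation with an interval of 3.61 to 4.16. Both intervals for EIN_145990 take each count as a separate sequence. They are too narrow if sequences were counted repeatedly within the gene. The largest rises in early cysts were EIN_300660, at least 2.32-fold higher over the same floor, with an exact 95% limit of 1.72-fold (adjusted p = 0.0553 from Fisher's exact test), and EIN_154410, 5.22-fold higher with an interval of 1.33 to 45.1 (adjusted p = 0.0898). In excystation the largest rise was EIN_036460, 3.55-fold higher than in trophozoites with an interval of 1.39 to 11.6. It did not pass the test (adjusted p = 0.112 from Fisher's exact test). The next was EIN_286970, 2.40-fold higher with an interval of 0.803 to 9.65, which includes no change. From the overlap of the ORFs with abundant small RNAs at all time-points and their low expression throughout, against the large changes in the transcriptome, the paper concludes that the 27nt small RNAs are likely not involved in the regulation of gene expression during development.

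**Figure D3:**
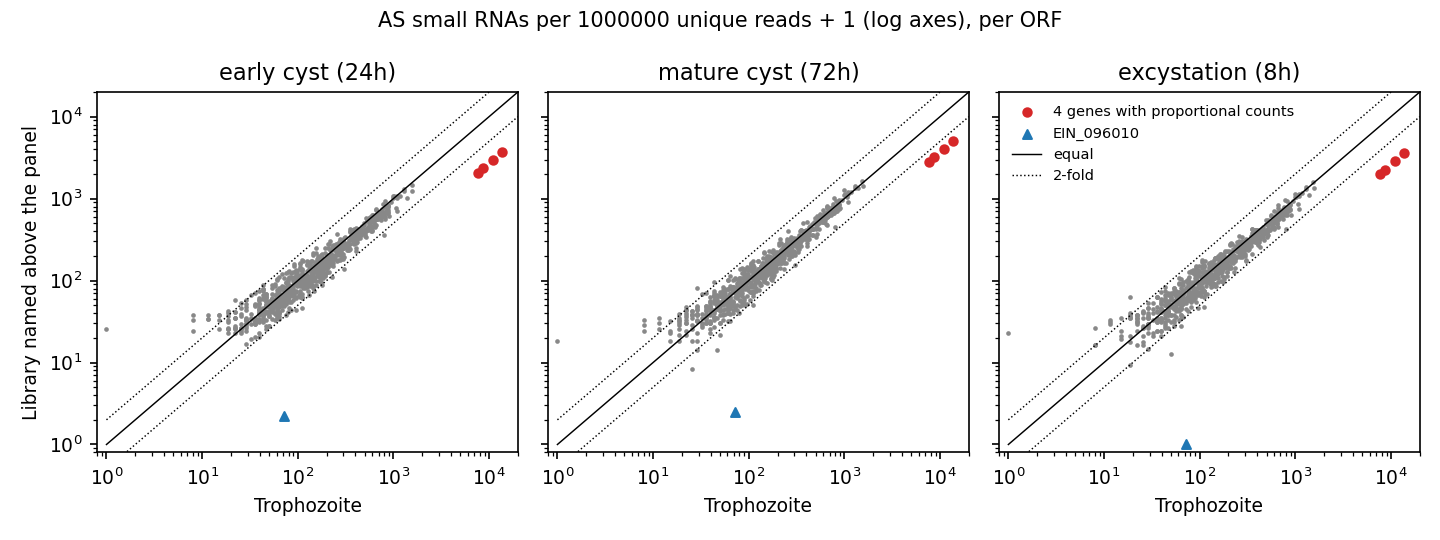
AS small RNAs scaled to 1000000 unique reads, plus 1, for the 789 ORFs in trophozoites (horizontal axis, log scale) and in early cysts, mature cysts or excystation (vertical axis, log scale). Each point is 1 ORF; the solid line marks equal values and the dotted lines a 2-fold difference, and the 4 genes with proportional counts and EIN_096010 lie below the lower dotted line in each panel.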

Permanent gene silencing by the 27nt small population has been noted in *E*. *histolytica* in the G3 strain, where the RNAi pathway intersects with epigenetic maintenance of gene silencing, which appear to be un-reversible [20, 37, 38].

### Sequencing of small RNA libraries from *E*. *histolytica* under basal and stress conditions

Since the 27nt small RNAs did not seem to be playing a role in regulating *Entamoeba* stage conversion, we wanted to determine if this population controls gene expression during stress response. We have previously cataloged transcriptional changes in *E*. *histolytica* after heat shock and under oxidative stress [8, 9]. We therefore chose those same conditions (42°C for 1hr or 1mM H_2_O_2_ for 1hr) to treat *E*. *histolytica* trophozoites, and generated 27nt small RNA libraries from these stress-treated parasites. Additionally, we prepared small RNA from trophozoites grown under basal conditions using identical library and sequencing conditions to allow a direct comparison. The small RNA libraries were sequenced and processed as above, and aligned to the *E*. *histolytica* genome including repetitive elements and annotated transcripts. Total number of reads sequenced for each condition are shown in Fig 6A.

**Fig 6:**
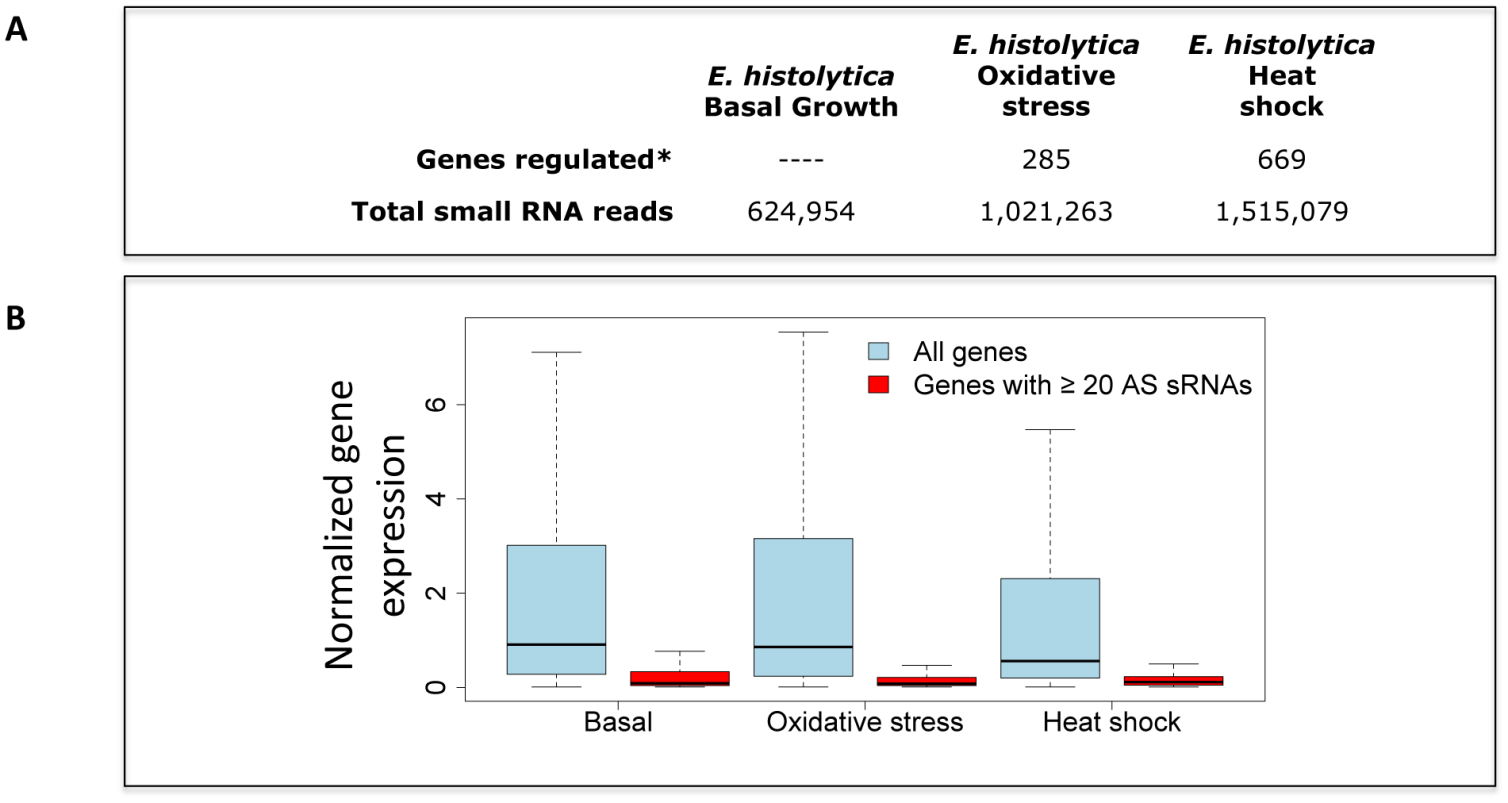
*E*. *histolytica* small RNA libraries and comparison of genes with abundant small RNAs. **(A)** Number of genes regulated and total small RNA reads analyzed for each *E*. *histolytica* condition listed. Genes regulated during oxidative stress adapted from [9] and defined as genes with an expression change that is 2-fold, p-value < 0.05. For heat shock data were adapted from [8] and defined as expression change 2-fold, p-value < 0.05. Small RNA reads are total reads prior to size selection and removal of duplicates. **(B)** Genes with ≥20 AS small RNAs are not expressed under basal or stress conditions. Normalized microarray data from *E*. *histolytica* trophozoites, trophozoites after exposure to H_2_O_2_, and trophozoites after heat shock are shown. The 316 genes to which ≥20 AS small RNAs map in any condition had very low expression under all conditions (red), indicating that they are not regulated by stress.

In basal conditions, a total of 624,954 reads were sequenced, of which 242,277 were unique (~40%). Similar sized libraries were obtained from the heat shock and oxidative stress conditions (477,907 and 342,164 unique reads, respectively). Overall, the mapping results recapitulated our earlier results from smaller scale pyrosequencing with ~60% of mapped reads originating from ORFs, the majority of these in the antisense orientation (Table 3). As in *E*. *invadens* development, the percent of unique reads found to map to the tRNA (~0.6%), rDNA (~4%), transposons (~4.5%), or transcripts (~34%) did not change under either stress condition. Additionally, we checked the length distribution and nucleotide composition of the small RNAs isolated from *E*. *histolytica* under heat shock and oxidative stress, and found similar structure to the small RNAs from unstressed cells (peak at 27nt and 5'G bias) (S5 Fig).

**Table 3:** Composition of small RNA libraries from *E*. *histolytica* under basal and stress conditions. Sequenced libraries from each condition were processed to remove barcodes, size selected for reads >15nt or <40nt, duplicate reads removed and the remaining unique reads sequentially mapped against each sequence type shown. Note that a small number of reads mapped both antisense and sense to transcripts, hence the total number of reads mapped to “transcript” is lower than the total number of reads mapping antisense plus sense. Total number of reads and percent of unique mapped reads are shown.

Library	Basal growth	% of unique reads	Oxidative stress	% of unique reads	Heat shock	% of unique reads
**Total reads**	**624,954**		**1,021,263**		**1,515,079**	
**Unique reads**	242,277		342,164		477,907	
**Map to tRNA**	1,456	0.6%	2,137	0.6%	2,320	0.5%
**Map to rDNA**	10,438	4%	14,191	4%	18,553	4%
**Map to TEs and REs**	10,775	4%	16,258	5%	21,848	5%
**Map to genome**	**117,402**	**49%**	**166,493**	**49%**	**219,524**	**46%**
**Map to transcripts**	**83,942**	**35%**	**118,451**	**35%**	**154,727**	**32.4%**
**Map antisense to genes**	61,098	25%	85,034	25%	110,778	23.2%
**Map sense to genes**	23,064	10%	33,797	10%	44,550	9.3%
**Map to intergenic regions**	33,460	14%	48,042	14%	64,797	14%

To identify evidence of small RNA-mediated gene regulation, we looked at gene expression and 27nt small RNA abundance under heat shock and oxidative stress response. Similar to the situation in *E*. *invadens* stage conversion we saw minimal variation in the ORFs with ≥20 AS small RNAs in untreated, H_2_O_2_ treated and heat shocked parasites. Of the 8,333 annotated ORFs in the *E*. *histolytica* genome, 316 have ≥20 small RNAs map to them and 311 of the 316 ORFs met the criteria of all three conditions. We examined the microarray data on expression of these ORFs [8, 9] and found that all these genes have very low expression in all conditions (Fig 6B), with only a small number of genes (11 for heat shock and 7 for oxidative stress) having any changes in gene expression. Overall, 853 genes has significant expression changes during oxidative and heat shock stress; 17 of these had small RNAs mapping to them. We therefore conclude that *Entamoeba* 27nt small RNAs do not play a significant role in regulating gene expression during parasite stress response, despite the significant transcriptional changes that occur.

We then tested if genes targeted by AS small RNAs were conserved between *E*. *histolytica* and *E*. *invadens* genomes. Protein sequences of *E*. *invadens* genes with ≥20 AS small RNAs (789 genes) were BLAST-ed against the protein sequences of *E*. *histolytica* genes with ≥20 AS small RNAs (316 genes). However, there was no significant overlap, with only 18 *E*. *histolytica* proteins identified to be conserved (e-value < 1e^-20^), most belonging to either the β-amylase or DNA polymerase gene families. This lack of conservation between the small RNA targeted genes may imply that the RNAi pathway performs different functions in different *Entamoeba* species, or may simply be a reflection of the sequence divergence between *E*. *histolytica* and *E*. *invadens*.

### Testing genome-wide small RNA population changes in stage conversion and stress response

To further test whether differences during development or stress could be found in small RNA populations, we compared the *E*. *invadens* trophozoite and 72h cyst libraries, as well as the *E*. *histolytica* basal, oxidative stress and heat shock libraries using Cufflinks [39]. This is the same method we used to identify the transcriptional changes during stage conversion for RNA-seq study [7] and allows for identification of regions of the genome with clusters of mapped small RNAs, whether they are in coding or intergenic regions. 

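In the counts on genes, 762 ORFs had at least 20 AS small RNAs in trophozoites or mature cysts. Scaled by unique reads, 98.0% of them were within 2-fold, with a median log2 ratio of mature cysts to trophozoites of -0.06, and the 5th and 95th percentiles at -0.64 and 0.60. At least 2-fold higher in mature cysts were 8 ORFs and at least 2-fold lower 7. Fisher's exact test per ORF, adjusted by the Benjamini-Hochberg method, called 13 ORFs, 3 higher and 10 lower in mature cysts, of which 5 also differed at least 2-fold. These 5 are EIN_096010 and the 4 genes EIN_267860, EIN_072970, EIN_166890 and EIN_145990, whose counts run in proportion and cannot be taken as independent calls. These calls rest on counting error between 1 library of each stage, and Cufflinks, which also covers intergenic regions, was not run. The largest falls were EIN_096010, from 20 AS small RNAs to 1, a 48.0-fold lower scaled count with an exact 95% interval of 7.67 to 1988 (adjusted p = 5.15e-08 from Fisher's exact test), and EIN_145990, from 2182 to 1907, which was 2.74-fold lower with an interval of 2.58 to 2.92. The interval for EIN_145990 is too narrow if sequences were counted repeatedly within the gene. The largest rises were EIN_310110, from 2 to 22 AS small RNAs, 4.59-fold with an interval of 1.13 to 40.2 (adjusted p = 0.319), and EIN_272690, from 3 to 23, 3.20-fold with an interval of 0.966 to 16.6 (adjusted p = 0.456), both from Fisher's exact test and neither past its threshold. Scaling by the sum of the counts, which shifts every ratio upward by the same amount, gave 36 calls higher and 7 lower, and scaling by total reads, which shifts them downward, gave 0 higher and 57 lower.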

For the trophozoite-cyst comparison, only nine loci were identified as having differential mapping of small RNAs; none of these loci were in coding regions. Similar results were seen in *E*. *histolytica*, with only seven loci showing significant differences with oxidative stress and eight loci showing differences with heat shock. These results confirm our previous analysis indicating that very few changes in small RNA population either during stage conversion or stress.

## Discussion

Small RNAs, including small interfering RNAs and micro RNAs, play a critical role in gene regulation across most eukaryotic species. Here, we present the first survey of small RNAs from the protozoan parasite *Entamoeba invadens*, which serves as a model system for studying stage conversion in the important human pathogen *E*. *histolytica*. We determined that the *E*. *invadens* 27nt small RNA population has a 5' polyphosphate structure and that small RNAs map to genes with low mRNA abundance, hinting strongly at a gene-silencing role. However, contrary to our expectation, the 27nt small RNA population is not regulated during stage conversion and does not change in abundance or mapping during encystation or excystation. Instead we noted a substantial abundance of small RNAs derived from intergenic regions and retrotransposons, which raises the intriguing possibility that the *E*. *invadens* small RNAs could be involved in controlling transposon activity or in establishing transcriptional gene silencing at promoter elements.

Regulatory roles of 27nt small RNAs have been proven in *E*. *histolytica* [20, 36]. We have demonstrated that genes with abundant AS small RNAs have low gene expression and that induction of AS small RNAs to a gene mediates robust and stable transcriptional gene silencing. Furthermore, in comparing virulent and non-virulent strains of *E*. *histolytica* it became clear that the 27nt small RNA population mediates silencing of some strain-specific genes including virulence genes and thus contributes to the differential virulence landscape of amebic strains. Given that the RNAi pathway is known to help regulate differentiation in other systems we fully expected to identify a regulatory role for the amebic 27nt small RNAs in *Entamoeba* development. The finding that the 27nt small RNA population does not appear to regulate expression of stage-specific genes was highly unexpected. When coupled with the observation that the 27nt small RNA population does not regulate gene expression changes during oxidative stress or heat shock, the biological roles for the RNAi pathway in *Entamoeba* remain unclear. The links between small RNA silencing and epigenetic mechanisms of gene silencing have been noted in *Entamoeba* [20, 37]. This made the lack of changes in small RNAs during *Entamoeba* stage conversion even more unexpected, given that epigenetic transitions have been linked to many developmental processes, from the large scale epigenetic reprogramming in mammalian germ cells [40] to changes in histone acetylation in parasites [41].

The conservation of RNAi pathway members across *Entamoeba* species, as well as the fact that the hundreds of genes targeted by small RNAs are maintained in the genome without degeneration to pseudogenes, indicate that silenced genes are likely playing a biological role under some yet undiscovered condition. One possibility is that small RNA populations are altered during tissue invasion when the parasite invades the colon or liver. Samples from amebic colitis and liver abscess have been analyzed for transcriptomics data [42, 43]. Unfortunately, the parasite material from both colitis and liver abscess is very limited and not easily amenable for small RNA analysis; however, technical advances in small RNA library construction from highly limited biological samples may allow this avenue of investigation in the future. Another potential role for the small RNA population is a role in intercellular communication as has been noted in multiple other systems. The parasitic nematode *Heligmosomoides polygyrus* has been shown to transfer miRNAs, which regulate gene expression to a mammalian host [44]. Thus, the amebic small RNA population may mediate parasite-parasite or host-parasite intercellular communication.

Despite the fact that the 27nt small RNA population does not regulate stage conversion in *E*. *invadens*, the data will be a useful resource for the *Entamoeba* community. A number of recent publications have described transcriptional, metabolic, and proteomic changes during stage conversion [6, 7, 45, 46]. These efforts have identified numerous developmentally regulated genes, including many with predicted functions (transcription factors, signaling molecules) that indicate they could play a role in regulating stage conversion. However, functional genetic characterization in *E*. *invadens* has been hampered by the lack of genetic tools. In *E*. *histolytica* we were able to leverage our observations of the small RNA pathway to develop a powerful tool for analyzing gene function based on trigger-mediated gene silencing [21, 36]. The data in this manuscript should allow for development of a similar approach in *E*. *invadens*. Tools for regulated gene expression in *E*. *invadens* will be an important advance and allow dissection of the molecular signals that control parasite developmental biology.

## Supporting Information

S1 Fig Schematic for small RNA reads processing and alignment. A flowchart of the methods used to generate final sequence alignments is shown.
(TIFF) Click here for additional data file.

S2 Fig Expression of EiAGO2-2 during development. RT-PCR showing transcript levels for EiAGO2-2 in trophozoites, early (24h) cysts, mature (72h) cysts and excysting parasites (8h). Samples prepared with and without reverse transcriptase (RT) are shown. A band for AGO2-2 is present in each timepoint; however expression seems to decrease in the cyst samples. The hypothetical protein EIN_192230, which does not change expression during development was used as a loading control. Four developmentally regulated genes: EIN_040930, EIN_099680, EIN_186850 and EIN_202650 were also included; all showed the expected changes during development.
(TIFF) Click here for additional data file.

S3 Fig Distribution of small RNAs on *E*. *invadens* ORFs. **(A)** Position of first nucleotide of each alignment relative to total gene length is shown for all small RNAs that map to genes with ≥20 antisense small RNAs. **(B)** Position of first nucleotide of each alignment relative to total gene length is shown for antisense small RNAs that map to genes with ≥20 antisense small RNAs and ≤20 sense small RNAs. **(C)** Position of first nucleotide of each alignment relative to total gene length is shown for sense small RNAs that map to genes with ≥20 sense small RNAs and ≤20 antisense small RNAs.
(TIFF) Click here for additional data file.

S4 Fig Nucleotide distribution of small RNAs from transposable elements LINEs and DDEs. Percent of each nucleotide base found at each position for all small RNAs from the trophozoite library that aligned to *E*. *invadens* LINE and DDE elements are shown.
(TIFF) Click here for additional data file.

S5 Fig Small RNA length and nucleotide distribution of *E*. *invadens* during development and *E*. *histolytica* during stress. A profile of length distribution and the percent of each nucleotide base found at each position were calculated for each library after removal of duplicates and size selection to remove RNAs >15nt or <40nt. Note the strong peak at 27nt in length and the preference for G at the 5' end in all datasets. **(A)** *E*. *invadens* early encystation and excystation libraries. **(B)** *E*. *histolytica* basal, oxidative stress and heat shock libraries.
(TIFF) Click here for additional data file.

S1 Table Small RNAs derived from transposons and repetitive elements during development. Mapping of *E*. *invadens* small RNAs to transposons and repetitive elements. Unique reads from *E*. *invadens* trophozoites, early cysts (24h), mature cysts (72h) and excysting cells (8h), after removal of tRNA and rRNA mapped reads, were aligned to each type of transposable and repetitive element found in the *E*. *invadens* genome. Total read number, percent of unique reads, and percent of the *E*. *invadens* genome that each element represents (adapted from [30]) are shown.
(XLSX) Click here for additional data file.

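The table counts unique reads per class of transposable or repetitive element in each library. The paper's counts per class add up to its total in every library, 45376 reads in trophozoites, 120377 in early cysts, 102500 in mature cysts and 89096 in excystation. Its percentages are of the unique reads left after removal of tRNA and rRNA reads, 265420 in trophozoites, 801229 in early cysts, 667640 in mature cysts and 570268 in excystation. Recomputed from the paper's counts, the total share was 17.1% in trophozoites (95% Wilson interval 17.0 to 17.2), 15.0% in early cysts (14.9 to 15.1), 15.4% in mature cysts (15.3 to 15.4) and 15.6% in excystation (15.5 to 15.7). The intervals cover counting error in a single library each. The trophozoite share lies above the other 3 by more than these intervals, and whether replicate libraries would differ as much is not known. DDE elements took 50.6%, 50.3%, 50.0% and 50.5% of the element reads in the same order. As percent of all unique reads, the total shares become 15.9%, 14.7%, 15.0% and 15.0%.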

How the deposited data were processed for this re-analysis (not part of the article)

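Small RNAs antisense to genes were compared between 4 libraries of E. invadens, 1 each from trophozoites, early cysts (24 h of encystation), mature cysts (72 h of encystation) and excysting parasites (8 h of excystation). Each library was matched to its stage by the sample labels and the paper, and each of the 4 columns of the table by its name. The values are the counts that the authors deposited, whole numbers of AS small RNAs per gene for 6404 genes, without normalization. To make them, the authors removed barcodes, kept reads of 15 to 40 nt, removed duplicate reads, took out reads on tRNA and ribosomal RNA, and aligned the remaining unique sequences with Bowtie v0.12.5 (0 mismatches, all alignments reported) to the transcripts of AmoebaDB version 1.3. Removal of duplicates leaves each different sequence once per library, so differences in abundance between sequences are lost and the counts of strongly covered genes can saturate with depth. Because all alignments were reported, a sequence shared by several genes can be counted on each of them. A sequence that aligns to several places in a gene may also be counted repeatedly. How such sequences were counted is not given in the sources used here.

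The counts sum to between 63011 (trophozoites) and 140686 (early cysts) per library. Because these sums hold only part of a library, ratios between libraries were scaled by the unique reads per library in the paper's Table 1. ORFs were counted at the paper's cutoffs of 20 and 50 AS small RNAs on unscaled counts. For 4 pairs of libraries, the log2 ratio of (count + 0.5) per unique read was taken for genes with at least 20 in at least 1 of the pair, and a ratio of 2-fold or more was counted as a difference. Fold changes printed for single genes leave out the 0.5. Fisher's exact test (two-sided, Benjamini-Hochberg adjustment over the genes of a pair, threshold 0.05) was run per gene. It compares libraries, not stages: with 1 library per stage there are 0 residual degrees of freedom, so no model of replicate variation could be fitted. Intervals on ratios are exact 95% intervals given the sum of the 2 counts, and intervals on shares of the paper's read counts are Wilson intervals; both cover counting error only, and where a count was 0 a floor of 3 counts per library was used. Precision follows depth: among the ORFs that reached 20 in at least 1 library, the median count was 39 in trophozoites, 101 in early cysts, 89 in mature cysts and 76 in excystation.

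To ask what library size and counting error give together, each gene's summed count was split between the libraries by a multinomial with the unique reads as weights in 10000 draws, and libraries were thinned binomially to the smallest in 100 draws. Draws with equal library sizes, and 1000 draws for the correlation over every gene with at least 1 count, were added after the results were seen. The procedure for ratios and tests was tested on simulated data for mature cysts against trophozoites. Genes under 20 in both simulated libraries were dropped, which left 735 genes, of which 175 were changed 3-fold. Of the 175, 171 (97.7%) were called, with 4 calls among unchanged genes. Changed genes that were dropped are not in this share. The simulated counts held counting error only, with the right library sizes. In the measured counts EIN_310110, from 2 to 22, was 4.59-fold higher and was not called. Other choices tried were cutoffs of 10 and 100, scaling by the sum of counts, by the antisense reads or total reads of Table 1 and by edgeR's TMM factors, other filters on low counts, a pseudocount of 1, a 1.5-fold threshold, and counting genes with equal counts once. These and the tests were chosen before the data were examined, apart from those named as chosen afterwards.

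Genes are given by the identifiers of the table, which pairs them with no symbols. Named genes followed a rule set beforehand: every E. invadens gene the paper names, the 2 genes with the highest mean scaled count, the 2 largest rises and 2 largest falls in each pair among genes with at least 20 in at least 1 of the libraries, and the 2 highest single-time-point ORFs, with ties. EIN_166890, EIN_073170, EIN_116520 and EIN_088320 are outside the rule and were chosen after their values were seen. Tests of neighbouring ORFs and of annotated products were planned and not run. A RefSeq gene list for the EIA2 v2 assembly was at hand, but only 1574 of the 6404 genes and 194 of the 789 ORFs (24.6%) have their identifier in it, under the minimum of 80%, and it gives no products; none of its coordinates are used. The E. histolytica libraries, RNA-seq data, Cufflinks comparison, length profiles and promoter mapping were not analysed here. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.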

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

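The random dealing of counts below is a test chosen after the result was seen, while Fisher's exact test over every gene with at least 1 count was set before the data were examined.

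Signal outside the ORFs the paper discusses drew attention because it exceeds the 3 counts that a count of 0 allows. Of the 5615 genes that stay under 20 AS small RNAs in every library, 2421 have at least 1 and 303 have more than 3 in at least 1 library. The highest count among them is 19, 115 reach 10 or more in at least 1 library, and 227 of the 303 have at least 1 AS small RNA in all 4 libraries. There are no control libraries to set this against. When the counts of these genes were dealt out evenly over the 5615 genes, separately in each library, the number of genes above 3 had a median of 35 and a highest value of 55 in 1000 draws. The observed 303 lie far above that, so an even background of stray sequences is not enough to account for them. Gene length was not available for enough genes to be tested and stays open, as do sequences shared with strongly covered genes through multiple alignment. Differences between libraries in these genes were covered by Fisher's exact test over every gene with at least 1 count, scaled by unique reads, in 4 pairs of libraries. It called 3 of them, named here after their values were seen. EIN_073170, with 1, 3, 2 and 19 counts in trophozoites, early cysts, mature cysts and excystation, and EIN_116520, with 3, 3, 1 and 17, were higher in excystation than in mature cysts (adjusted p = 0.0146 for each, Fisher's exact test), and EIN_088320, with 8, 2, 5 and 1, was lower in early cysts than in trophozoites (adjusted p = 0.0400, Fisher's exact test). With 1 library per stage, all from the same experiment, a stage difference and a difference between samples unrelated to stage stay open for these 3 genes. For the others, the cutoff of 20 may simply divide a continuous range of coverage, with 115 genes between 10 and 19.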

How the results depend on the processing

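All alternatives were set before the data were examined, except the count of more than 20, the omission of the 4 genes with proportional counts and the simulations weighted by total reads, with equal library sizes, of genes with at least 1 count or of rho, which were chosen after seeing the data. Where no reason is given for a change, the cause was not tested.

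The number of ORFs at the cutoff in at least 1 library (789) stayed within 1.5 times under cutoffs of 10 (904) and 50 (595), with thinned libraries (625), with genes of equal counts counted once (786) and over the 3 later libraries alone (788). A cutoff of 100 gave 398 ORFs in at least 1 library, 314 in at least 3 and 47 in a single library, all 47 of which had at least 1 AS small RNA in every library. By library, it left 161 ORFs in trophozoites, 395 in early cysts, 350 in mature cysts and 318 in excystation, and a cutoff of 50 left 321 in trophozoites. Fewer genes can pass a higher cutoff by construction. A cutoff of 10 gave 50 single-library ORFs, 46 of them with at least 1 AS small RNA in every library, and a cutoff of 50 gave 45, all 45 with at least 1. Thinned libraries gave 47.7 single-library ORFs on average, 46.7 of them with at least 1 in every library, and 353 ORFs at the cutoff of 50. More than 20 in place of at least 20 left these counts within 1.5 times, at 780 ORFs in at least 1 library, 705 in at least 3 and 32 in a single library.

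Comparisons between libraries depended on scaling. The median log2 ratio to trophozoites in early cysts was -0.16 by unique reads, 0.21 by the sum of counts, -0.03 by antisense reads, -0.67 by total reads and 0.01 by TMM. In mature cysts it moved from -0.06 to 0.17 by the sum of counts and -0.25 by total reads, in excystation from -0.14 to 0.18 and -1.12, and from mature cysts to excystation from -0.07 to 0.03 and -0.85. In early cysts against trophozoites, 26 ORFs differed at least 2-fold (13 higher, 13 lower). Scaling by the sum of counts gave 47 (42 higher, 5 lower), by antisense reads 27 (19 and 8), by total reads 117 (4 and 113) and by TMM 27 (21 and 6). The Fisher calls, 39 (all lower), became 77 by the sum of counts (69 higher, 8 lower), 17 by antisense reads (2 and 15), 432 by total reads (1 and 431) and 14 by TMM (3 and 11). In mature cysts against trophozoites, 15 ORFs (8 higher, 7 lower) became 21 by the sum of counts (16 and 5) and 17 by total reads (4 and 13), and 13 Fisher calls (3 higher, 10 lower) became 43 by the sum of counts (36 and 7) and 57 by total reads (0 and 57). In excystation against trophozoites, 10 ORFs (3 higher, 7 lower) became 27 by the sum of counts (22 and 5), 10 by antisense reads (4 and 6), 457 by total reads (0 and 457) and 11 by TMM (5 and 6), and 23 Fisher calls (all lower) became 45 by the sum of counts (39 and 6), 13 by antisense reads (all lower), 597 by total reads (all lower) and 12 by TMM (1 and 11). In excystation against mature cysts, 4 ORFs (1 higher, 3 lower) became 3 by the sum of counts (2 and 1), 2 by antisense reads (1 and 1) and 180 by total reads (1 and 179), and 8 Fisher calls (1 higher, 7 lower) became 5 by the sum of counts, by antisense reads and by TMM (1 and 4 in each) and 670 by total reads (1 and 669).

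Filters and fold thresholds moved the 2-fold counts further. With at least 50 in 1 of the libraries, 9 ORFs differed in early cysts against trophozoites (all lower), 6 in mature cysts (2 higher, 4 lower), 4 in excystation (all lower) and 0 in excystation against mature cysts. With every gene that had at least 1 count, the numbers were 551 (92 higher, 459 lower), 559 (107 and 452), 694 (219 and 475) and 1338 (840 and 498) in the same order. Of these, 306, 324, 310 and 1077 genes had a single count in the pair. Against trophozoites, the smallest library, all such genes at 2-fold or more were lower, since a single count passes 2-fold there and not in the deeper library, so these numbers say little about direction. The Fisher calls over the same genes were 30 (all lower), 8 (1 higher, 7 lower), 14 (all lower) and 7 (3 higher, 4 lower), and with at least 50 they were 55 (1 and 54), 12 (3 and 9), 22 (all lower) and 7 (all lower). A 1.5-fold threshold gave 124 ORFs (48 higher, 76 lower), 88 (40 and 48), 84 (41 and 43) and 21 (7 and 14). A pseudocount of 1 and counting genes with equal counts once left every 2-fold count within 1.5 times.

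Spearman's rho fell to 0.948, 0.958 and 0.956 for trophozoites with early cysts, mature cysts and excystation among genes with at least 50, to 0.980 between early and mature cysts and to 0.984 between mature cysts and excystation. With every gene that had at least 1 count it was 0.746, 0.769 and 0.715 for trophozoites with the others, 0.756 between early and mature cysts, 0.696 between early cysts and excystation and 0.714 between mature cysts and excystation. Counting error was set against this in 1000 draws with equal shares of unique reads over the same 3210 genes. The median rho of the draws was 0.754, 0.762 and 0.768 for trophozoites with the others, 0.707 between early and mature cysts, 0.717 between early cysts and excystation and 0.726 between mature cysts and excystation, so equal shares with counting error also give values far below those of the 789 ORFs. The observed values lie within the draws for trophozoites with early and mature cysts and for mature cysts with excystation. Those of excystation with trophozoites and with early cysts lie below every draw (lowest 0.750 and 0.698), and that of early with mature cysts lies above every draw (highest 0.723), so equal shares with counting error do not account for the values of these 3 pairs.

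For 6 ORFs the counts in all libraries equal those of another ORF exactly, and for 142 they are within 5% of another's. Counting genes of equal counts once lowered the sum over the paper's antisense reads to 1.95 in trophozoites, 1.66 in early cysts, 1.70 in mature cysts and 1.63 in excystation, and leaving out the 4 genes with proportional counts to 1.60, 1.56, 1.58 and 1.55. Without those genes the 10 highest genes held 6.96%, 7.22%, 7.55% and 7.42% of the counts. Of the log2 ratios of named genes, 175 of 215 values under alternatives stayed inside their counting interval and none of the ratios called by the test changed sign. Alternatives for neighbouring ORFs and annotated products were not run, since too few identifiers matched the gene list.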

Differences from the paper's values

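The number of ORFs that meet the cutoff of 20 in mature cysts and excystation only was 1, against the paper's about 2 in Fig. 5A, read by eye. Of the alternatives set before the data were examined, cutoffs of 10, 50 and 100, thinned libraries and counting equal genes once gave 8, 0, 0, 17.6 and 1, and none comes within 1.5 times of the paper's value. Counting ORFs with more than 20 AS small RNAs, a setting chosen after seeing the values, gave 2, which matches the figure. Under it the other regions of the diagram, 35, 24, 6, 7 and 1, also match those printed in the figure, and the text's 705 and 32 are reached as well, where at least 20 gives 719 and 31. It drops 9 of the paper's own 789 ORFs, which are reached with at least 20.

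The counts summed over genes exceed the paper's unique reads antisense to genes (Table 1) in every library. The sums were 63011 in trophozoites, 140686 in early cysts, 129040 in mature cysts and 105045 in excystation, and the paper's numbers are 31971, 84156, 75209 and 63554. The scales are not the same: the paper counts reads and maps them to sequence types one after the other, while the sum adds counts per gene. Counting genes with equal counts once, set before the data were examined, left sums of 62485, 139533, 128138 and 103744, still over 1.5 times the paper's numbers. Leaving out the 4 genes with proportional counts, chosen after the values were seen, left 51275, 131642, 118772 and 98696, also over 1.5 times.

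The paper states that all ORFs that met the cutoff at a single time-point had some small RNAs at all time-points. In the counts this held for 29 of 31. EIN_096010 (20, 1, 1 and 0 in trophozoites, early cysts, mature cysts and excystation) and EIN_300660 (0, 20, 12 and 13) each have a 0. With more than 20 required, chosen after the values were seen, it held for 32 of 32.

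The paper also states that all ORFs that met the cutoff in the trophozoite library are present in the other libraries. In the counts, 567 of 568 met it in the other 3, the exception being EIN_096010. With more than 20 required it held for 561 of 561.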

Other observations

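All tests in this part were chosen after the results were seen, except the simulation of single-time-point ORFs by unique reads, the thinning of libraries and Fisher's exact test, which were set before the data were examined.

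The number of ORFs at the cutoff in a single library (31) lay inside the range that library sizes and counting error give together. When every gene had the same share of unique reads in all libraries, 28.18% of 10000 draws had as many or fewer. The number alone does not separate the 2, since draws with equal library sizes, which keep the summed depth, gave a median of 25 such ORFs, with 95% of draws between 18 and 33. Thinning the libraries to one size gave more, 47.7 on average (lowest 33, highest 64 of 100 draws), but it also lowers the depth, so it does not show what equal sizes alone would give. Where the ORFs fall differs between the 2 kinds of draws. Early cysts held 20 of the 31, while draws with equal sizes put at most 17 there and draws by unique reads a median of 25 (95% between 18 and 34). The lead of early cysts lies inside the range that differing library sizes give. Equal sizes were known not to hold, as early cysts have the most unique reads. Their failure to give this lead therefore does not tell whether any ORF rose in early cysts. Library sizes are not enough for EIN_096010, with 20 of its 22 AS small RNAs in trophozoites. Equal shares would put 2.63 of the 22 there, and the one-sided exact binomial p is 6.61e-17 (2.09e-13 after correction for 789 ORFs in 4 libraries). Weighting by total reads leaves the same result (exact binomial p = 5.49e-20). A stage difference, a difference between samples of the experiment unrelated to stage, and sequences shared with another gene all stay open. With 1 library per stage they cannot be separated, and the sequences were not analysed.

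EIN_267860, EIN_072970, EIN_166890 and EIN_145990 stand apart at the top of the counts. The last 3 have 80.7%, 63.6% and 55.8% of the count of the first in trophozoites, and 80.8%, 63.4% and 55.4% in excystation. Independent counts would vary more: the chi-square of the table of 4 genes by 4 libraries is 0.03769 with 9 degrees of freedom, and 0 of 10000 random tables were as low. The 4 genes are thus not 4 independent measurements. The same small RNAs counted once on each gene would give equal counts, and these are unequal. Sequences shared in part or counted repeatedly stay open, since the sequences were not analysed. All 4 are lower in every later library than in trophozoites. The weakest log2 ratio over 5 scalings and 3 comparisons is -1.225, and the medians of the remaining ORFs lie between -1.11 and 0.21, so the choice of library size does not account for the excess. Saturation of the number of different sequences in the deeper libraries is argued against as well, since it would level their counts and not lower them: the unscaled counts of the later libraries reach at most 87.61% of those in trophozoites. A stage difference is a hypothesis, and a difference between the samples unrelated to stage stays open with 1 library per stage.

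The sums of counts exceed the paper's antisense reads 1.97-fold in trophozoites, 1.67-fold in early cysts, 1.72-fold in mature cysts and 1.65-fold in excystation. Leaving out the 4 genes with proportional counts brings the libraries closer together, but the lowest ratio is still 1.553, so these genes are not the whole cause. Table 1 assigns reads to transposable and repetitive elements before transcripts. The excess is at most 68.41% of the reads on those elements (in trophozoites), so reads taken out at that step could supply it; sequences counted on several genes would give the same sums, and with no sequences analysed the explanations cannot be told apart.

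Excystation has the most genes with at least 1 AS small RNA, 2027, against 1464 in trophozoites, 1871 in early cysts and 1677 in mature cysts, although early and mature cysts have more unique reads. Equal shares by unique reads gave at most 1873 such genes in excystation in 10000 draws. By total reads they gave 2014 at the median, but then early cysts, with nearly as many total reads, have as many: excystation led early cysts by at most 136 genes in the draws and by 156 in the counts. Neither measure of library size accounts for the order. A wider set of rare sequences in excystation, whether degradation products, remains of the encysting culture or new small RNAs, may lie behind it and was not tested. A narrower set in the cysts stays open as well. By unique reads, early cysts (1871) and mature cysts (1677) lay below every draw (lowest 1922 and 1799).

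EIN_036460 had 37 of its 79 AS small RNAs in excystation, where equal shares by unique reads give 19.7. The one-sided exact binomial p is 2.06e-05, and 0.0652 after correction for 789 ORFs in 4 libraries. By total reads the uncorrected p is 0.0147. This rise does not pass the correction. In the direct comparison with mature cysts, Fisher's exact test with Benjamini-Hochberg adjustment over 768 ORFs does call it (adjusted p = 0.00666), from 12 to 37 counts.

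Among the E. invadens genes that the paper names by identifier, EIN_181590 and EIN_099680 have 1 in excystation and 0 in the other libraries, and EIN_192230, EIN_040930, EIN_186850 and EIN_202650 are at 0 in all 4. A count of 0 allows up to 3 counts per library. EIN_033570 is not listed in the table, and EiAGO2-2 was not looked up.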
